# A novel plant E3 ligase stabilizes *Escherichia coli* heat shock factor σ^32^

**DOI:** 10.1038/s41598-017-03056-6

**Published:** 2017-06-22

**Authors:** Yulong Niu, Xibing Xu, Chengcheng Liu, Tao Wang, Ke Liang, Jianmei Wang, Zhibin Liu, Xufeng Li, Yi Yang

## Abstract

The heat shock response is crucial for organisms against heat-damaged proteins and maintaining homeostasis at a high temperature. Heterologous expression of eukaryotic molecular chaperones protects *Escherichia coli* from heat stress. Here we report that expression of the plant E3 ligase BnTR1 significantly increases the thermotolerance of *E*. *coli*. Different from eukaryotic chaperones, BnTR1 expression induces the accumulation of heat shock factor σ^32^ and heat shock proteins. The active site of BnTR1 in *E*. *coli* is the zinc fingers of the RING domain, which interacts with DnaK resulting in stabilizing σ^32^. Our findings indicate the expression of BnTR1 confers thermoprotective effects on *E*. *coli* cells, and it may provide useful clues to engineer thermophilic bacterial strains.

## Introduction

The heat shock response (HSR) is a universal signalling pathway in all organisms that maintains protein-folding homeostasis through the regulation of heat shock proteins (HSPs)^1, 2^. Although the HSR varies among species, a striking common feature is the rapid induction of evolutionarily conserved HSPs, including the chaperones and proteases that perform protein refolding and degradation, thereby protecting cells from stress-induced protein misfolding or aggregation^3, 4^. In *Escherichia coli*, the HSR is a complex circuit controlled by the alternative sigma factor (σ^32^), encoded by *rpoH*, which guides RNA polymerase to HSP gene promoters in heat stress^5–7^. In the canonical *E*. *coli* HSR, HSP synthesis rapidly increases owing to the transient accumulation of σ^32^ (induction phase) and then gradually decreases during the adaptation phase to achieve a new steady state^8, 9^. During the induction phase, σ^32^ synthesis is primarily regulated at the translational level, as heat opens an inhibitory region of *rpoH* mRNA^10–12^, and σ^32^ activity and stability increase^13^. During the adaptation phase, the cytoplasmic chaperone teams DnaK/DnaJ/GrpE (KJE) and GroEL/GroES negatively regulate σ^32^ activity by sequestering σ^32^ from RNA polymerase^7, 14–16^. In addition, σ^32^ stability is primarily controlled by the inner membrane protease FtsH^17, 18^. Recent studies have demonstrated that the interaction between the signal recognition particle (SRP) and σ^32^ is indispensable for σ^32^ localization at the cell membrane^19, 20^. It is widely accepted that a negative feedback loop exists such that HSR chaperones and proteases titrate free σ^32^ by binding or degrading unfolded proteins, meanwhile the up-regulated σ^32^ increases the transcription of HSPs which subsequently decrease the σ^32^ activity and stability, thus facilitating *E*. *coli* cell viability and proliferation under heat stress^8^.

In addition to endogenous HSPs, the heterologous expression of eukaryotic molecular chaperones increases *E*. *coli* cell viability at high temperatures^21–24^. There is extensive support for the enhanced thermotolerance of transformed *E*. *coli* cells expressing plant small HSPs (sHSPs; 12–43 kDa), such as Oshsp16.9^21^, CsHSP17.5^22^, and RcHSP17.8^23^. Recent studies have shown that expression of CeHSP17, a *Caenorhabditis elegans* sHSP, enables *E*. *coli* cell survival at lethal temperatures^24, 25^. In addition, the introduction of plant late embryogenesis abundant proteins^26^ and human disulfide-isomerase^27^ confers protection against heat stress to *E*. *coli* cells. Although the thermoprotective properties of various exogenous proteins have been extensively reported, the acquired thermotolerance is largely attributed to their conserved chaperone functions, raising the question of whether other types of eukaryotic proteins have similar protective effects.

Here, we report that heterologous expression of a RING (Really Interesting New Gene) domain E3 ligase from *Brassica napus*, named BnTR1, conferred pronounced thermoprotection on *E*. *coli* cells. BnTR1 dramatically increased the expression of numerous *E*. *coli* HSPs under both normal and heat stress conditions. Further experiments revealed that BnTR1 expression induced the accumulation of heat shock factor σ^32^. However, unlike molecular chaperones such as sHSPs, the RING domain of BnTR1 was the active site for its function in *E*. *coli*. We found that two zinc fingers in the RING domain were able to interact with DnaK and σ^32^, respectively, resulting in σ^32^ stabilization. Together, our findings reveal that heterologous expression of BnTR1 provides thermoprotective effects on *E*. *coli* cells, and it may yield useful insights into the development of engineered thermophilic bacteria.

## Results

### Heterologous expression of BnTR1 enhances *Escherichia coli* thermotolerance and up-regulates HSPs

Our previous study demonstrated that BnTR1 plays a key role in conferring thermal resistance among multiple plant species^28^. Surprisingly, we observed a similar trend when we expressed BnTR1 in *E*. *coli*. There was little change in growth rates between pET and pET-*BnTR1* cells at the normal temperature (Fig. 1a), while transformed cells expressing BnTR1 showed superior growth over cells expressing the empty vector alone upon temperature up-shift. After 10 hours of heat stress, pET-*BnTR1* cell growth was significantly greater than the total pET cell growth (Fig. 1a). Noticeably, after 1 hour of exposure at 48.8 °C, 67% of pET-*BnTR1* cells survived, while only 22% of cells with the empty vector survived (Fig. 1b). Hence, heterologous expression of BnTR1 provided *E*. *coli* cells with tolerance against heat stress without affecting growth under normal culture conditions.

**Figure 1:**
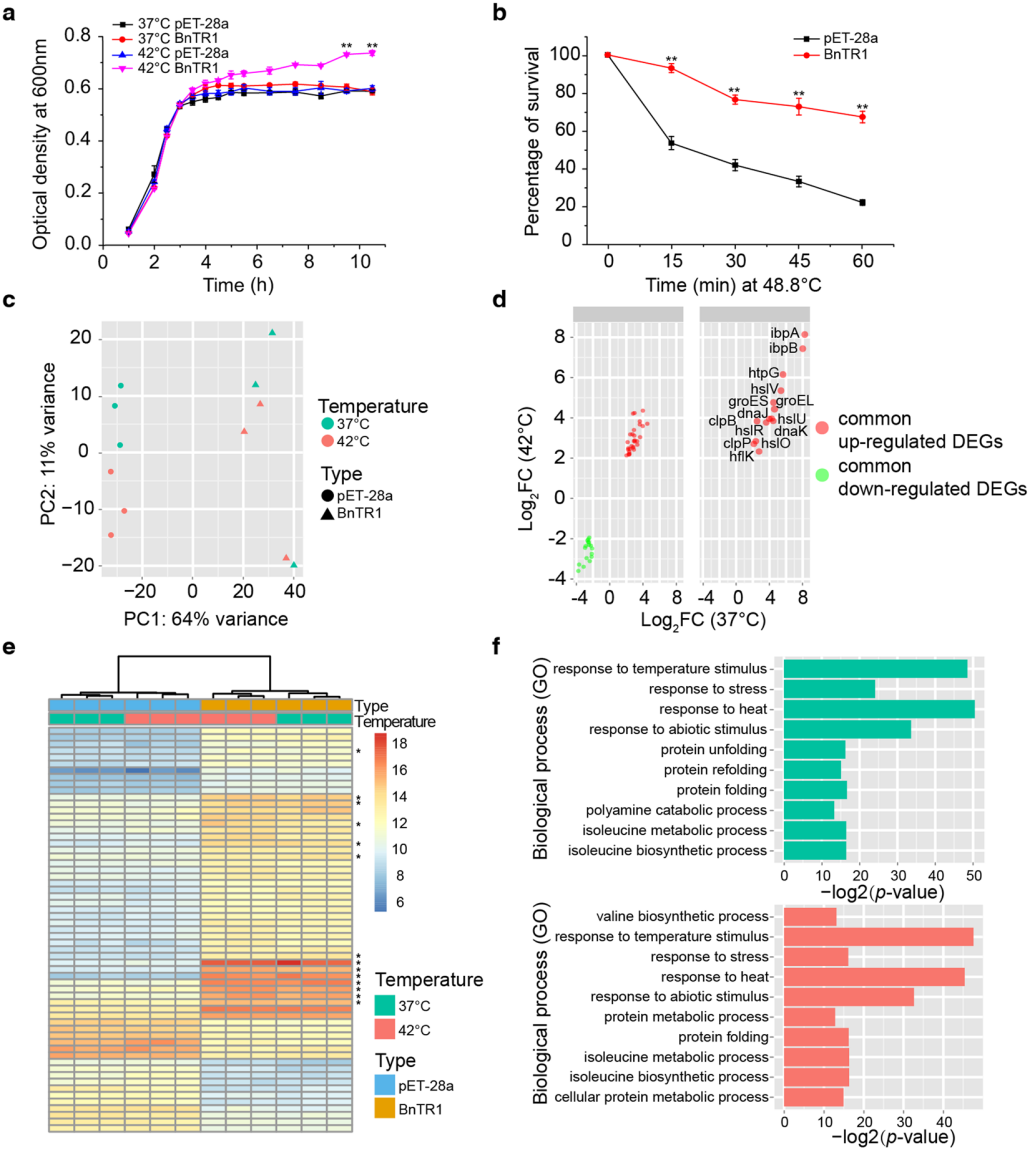
Phenotypic characterization and transcriptional changes of *E*. *coli* cells expressing BnTR1. (**a**) Growth curves of pET and pET-BnTR1 cells at 37 °C and 42 °C. The two-tailed Student’s *t*-test was used to compare the growth rates of cells cultured at 42 °C (**p-value < 0.001). (**b**) Survivability at 48.8 °C. The two-tailed proportion test was applied for the comparison (**p-value < 0.001). (**c**) Transcriptome patterns of pET and pET-BnTR1 cells cultured at normal and high temperatures were determined by PCA. (**d**) Distribution of 61 common DEGs by comparing pET-BnTR1 with pET cells cultured at 37 °C (x-axis) and 42 °C (y-axis). Axes are denoted with a log_2_-transformed fold-change (FC). The 14 significantly up-regulated heat shock genes are separated (right panel). (**e**) Heatmap of common DEGs. The pET and pET-BnTR1 cells and two culture conditions are identified using different colours. HSPs were marked with asterisks. (**f**) Top 10 significant GO terms in pET-BnTR1 cells are at 37 °C (top) and 42 °C (bottom). The x-axis denotes the negative log_2_-transformed *p*-value. The data are presented as means ± s.d. from three independent experiments (**a**,**b**).

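Transcript levels were measured in *E. coli* Rosetta (DE3), a strain that transcribes genes placed behind the T7 promoter of a pET plasmid. Cells carried either the empty vector pET-28a (pET cells) or the vector with *BnTR1* (pET-*BnTR1* cells). They were induced with 0.1 mM IPTG for 1 h at 37 °C and then kept for 1 h at 37 °C or 42 °C, which gave 4 groups of 3 biological replicates and 12 one-colour Agilent arrays. Each array held 11494 spots beside its controls, with probes of 60 bases, and 4435 of these spots carried 4234 probes for 4209 genes of the K-12 strain, each listed by a b-number. The authors deposited the scanner output of every array, with a processed signal per spot from which the background was subtracted and which was not yet normalized between arrays. From there, the processed signals of all non-control spots were quantile normalized, as the paper's methods state, spots with outlier flags were left out, and the intensities of a gene's spots and probes were averaged and log2 transformed. The groups were compared with limma in one model of the 12 arrays, and a gene was called with a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Between 88.7% and 94.3% of the K-12 spots were well above background on each array. The median processed signal of the K-12 spots was between 869 and 1934 on the pET arrays and between 122 and 662 on the pET-*BnTR1* arrays (two-sided exact permutation test, p = 0.00216). Among the 8 arrays of the slide that held every group, it was between 869 and 1771 in pET cells and between 320 and 662 in pET-*BnTR1* cells (two-sided exact permutation test, p = 0.0286). Quantile normalization gives all arrays the same distribution of intensities, so each fold change below is relative to that shared distribution, and the number of arrays limits its precision.

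**Figure D1:**
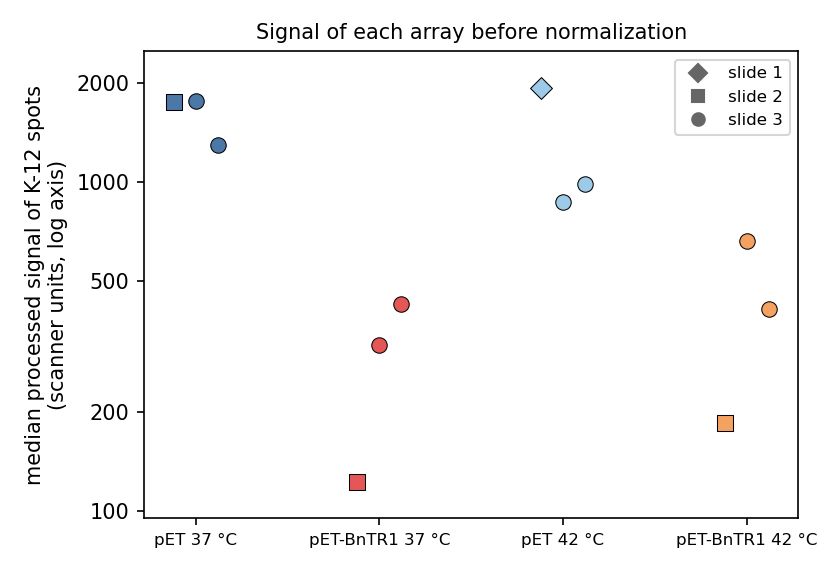
Median processed signal of the K-12 spots on each of the 12 arrays, in scanner units on a log axis, by group, with a symbol for each slide. The pET-*BnTR1* arrays lie between 122 and 662, all below the pET arrays.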

To further assess the impact of BnTR1 expression, we performed microarray analyses to explore the transcriptional changes of *E*. *coli* cells when cultured at 37 °C or 42 °C. Principal component analysis (PCA) was first applied to determine the distance between the transcriptomes (Fig. 1c). 

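In a principal component analysis of the 4199 genes with a value on all arrays, centred and not scaled, PC1 held 60.3% of the variance. The scores of the pET cells on PC1 lay between -34.3 and -29.0 and those of the pET-*BnTR1* cells between 18.7 and 45.8. The difference between the vectors made up 95.8% of the variance of PC1, and the 6 arrays of one vector were separated from the 6 of the other as far as any of the 924 splits allows (two-sided exact permutation test, p = 0.00216). Culture temperature made up 0.326% of the variance of PC1 (two-sided exact permutation test, p = 0.745). Scaling each gene to unit variance lowered the share of PC1 to 47.2%, the largest move among the alternatives chosen before the data were examined.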

The first principal component (PC1) holding the largest variance (64%) distinctly clustered pET-*BnTR1* cells and pET cells into two groups. We also noted that the second principal component (PC2) contributed 11% variance and slightly separated the samples by culture temperatures. These data demonstrated that changes to the transcriptome were primarily due to BnTR1 expression.

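PC2 held 13.0% of the variance. Its scores lay between -22.0 and 28.5 at 37 °C and between -13.5 and 21.4 at 42 °C, and temperature made up 4.00% of its variance, which was not distinguishable from chance (two-sided exact permutation test, p = 0.535). Replicate 1 of every group had a score between 6.27 and 28.5, above the other 8 arrays, which lay between -22.0 and 4.76 (two-sided exact permutation test over 495 splits, p = 0.00202). PC3 held 8.86% of the variance and differed between the temperatures, which made up 61.6% of it, although the scores of the temperatures overlapped (two-sided exact permutation test, p = 0.00866). The component that carried temperature depended on the processing. With slide means removed, temperature made up 65.9% of the variance of PC2 (two-sided exact permutation test, p = 0.00216). The array alone on its slide is then placed by construction, so that p-value is only a guide. The slide with all groups alone was a setting added after the data were seen. There temperature made up 57.6% of PC2 (two-sided exact permutation test, p = 0.0571). With a normexp background correction it made up 48.2% of PC2 (two-sided exact permutation test, p = 0.0195). When the 75th percentile of each array replaced quantile normalization, temperature made up 28.2% of PC2 (two-sided exact permutation test, p = 0.0844). It then made up 21.4% of the variance of PC3 (two-sided exact permutation test, p = 0.126). Neither share was distinguishable from chance. When replicate 1 of pET-*BnTR1* cells at 37 °C was left out, temperature made up 64.7% of PC2 and 6.30% of PC3.

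**Figure D2:**
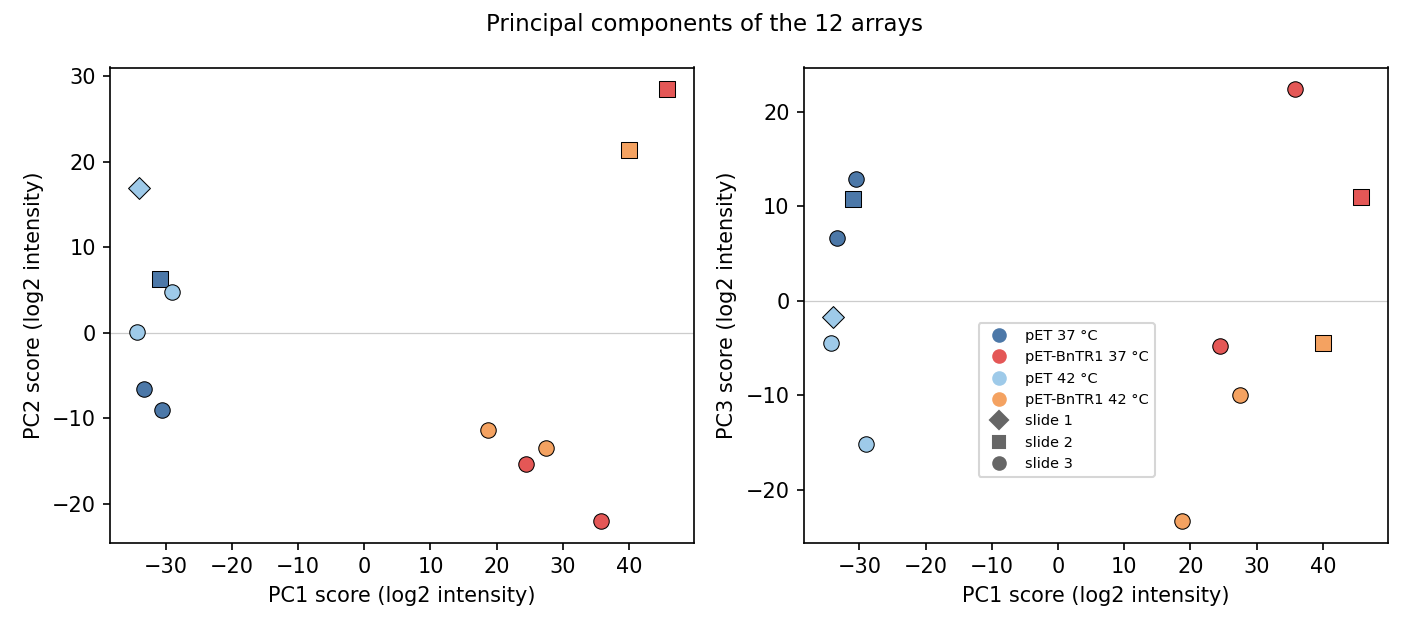
Scores of the 12 arrays on PC1 and PC2 (left) and on PC1 and PC3 (right), in units of log2 intensity, coloured by group and with a symbol for each slide. On PC2, the arrays of slides 1 and 2 lie between 6.27 and 28.5 and those of slide 3 between -22.0 and 4.76.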

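Across the 4209 genes, the log2 fold changes between the vectors had a standard deviation of 1.06 at 37 °C, while those between the temperatures had a standard deviation of 0.45 in pET cells and in pET-*BnTR1* cells. Between 42 °C and 37 °C, limma called 93 genes in pET cells, 42 higher and 51 lower at 42 °C. In pET-*BnTR1* cells it also called 93 genes, 51 higher and 42 lower. The 75th percentile gave 100 genes (26 higher and 74 lower) in pET cells and 154 genes (61 higher and 93 lower) in pET-*BnTR1* cells, and the slide as a block gave 157 genes in pET cells. The largest rise with temperature was that of *bhsA* (b1112), by a log2 fold change of 3.04 in pET cells (standard error 0.34, limma adjusted p = 0.000949) and 3.13 in pET-*BnTR1* cells (limma adjusted p = 0.00078). The largest fall in pET cells was that of *waaH* (b3615), with a log2 fold change of -2.97 (standard error 0.22, limma adjusted p = 0.000121). From the separation of the vectors on the first component, the paper concludes that BnTR1 expression was the main source of the changes in the transcriptome.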

Next, to achieve a robust list of differentially expressed genes (DEGs), we used five independent statistical methods with stringent thresholds (Supplementary Fig. S1a). 

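With 3 arrays against 3, the exact Mann-Whitney *U*-test cannot give a p-value under 0.1, which 2582 of 4199 genes reached at 37 °C and 2404 at 42 °C. These are the genes whose arrays of one vector all lay beyond those of the other, 61.5% and 57.3% of the genes, where chance gives 10%. No gene therefore passed by the exact *U*-test, adjusted or not. By its normal approximation the smallest p-value was 0.0495, and no gene passed the Benjamini-Hochberg adjustment. With Storey's q-value on that approximation and a change of at least 2-fold, 1215 genes passed at 37 °C and 1112 at 42 °C. The methods' *t*-test with the Benjamini-Hochberg adjustment and the same fold-change cut-off called 933 and 872 genes, and at an unadjusted threshold 1026 and 975. The rank product called 169 genes at 37 °C and 168 at 42 °C. The genes called by all 5 methods, limma included and with the *U*-test by its normal approximation and Storey's q-value, numbered 137 at 37 °C and 156 at 42 °C.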

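By limma, BnTR1 expression changed 1096 of the 4209 genes at 37 °C, with 467 higher and 629 lower in pET-*BnTR1* cells. At 42 °C it changed 992 genes, with 485 higher and 507 lower. Higher genes outnumbered lower ones with the 75th percentile in place of quantile normalization, by 935 to 623 at 37 °C and 757 to 442 at 42 °C. Leaving out each array in turn gave between 968 and 1210 genes at 37 °C and between 923 and 1080 at 42 °C. Without a minimum fold change, 2181 and 2057 genes passed. Among genes well above background on every array compared, the largest falls at 42 °C by the rule for named genes were those of *prfH* (b0236), with a log2 fold change of -3.57 (standard error 0.255, limma adjusted p = 2.24e-06), of *yciE* (b1257) with -3.49 and of *sixA* (b2340) with -3.35. At 37 °C, *ykfJ* (b0235) had a log2 fold change of -4.58 (standard error 0.64, limma adjusted p = 0.000189) and *ompG* (b1319) of -4.13 (standard error 0.87, limma adjusted p = 0.00252). Both were well above background on 2 of the 3 pET-*BnTR1* arrays, and their values depended on single arrays. Without pET-*BnTR1* 37 °C replicate 3 they were -5.21 and -5.25, and without replicate 2 that of *ompG* was -3.20. *cbrA* (b3690) was not well above background on any pET-*BnTR1* array at either temperature. Set against the lowest signal well above background on each of these arrays, it was at least 2.82-fold lower at 37 °C and at least 3.07-fold lower at 42 °C, so the falls of these 3 genes at 37 °C have no order. Of the 112 genes that Table S1 lists, *yidD* is not identified by a b-number on the array and was not analysed here, and the other 111 were called in the same direction, as were the 122 genes of Table S2.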

In consequence, we found that BnTR1 altered the expression levels of 112 and 122 genes at 37 °C and 42 °C, respectively (Supplementary Tables S1 and S2). 

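Of the 1407 genes that limma called at either temperature, 680 were called at both in the same direction, which is 48.3%. They comprised 325 genes with higher and 355 with lower levels in pET-*BnTR1* cells, and 1 gene was called in opposite directions. A further 415 genes were called only at 37 °C and 311 only at 42 °C. Across the 4209 genes, the log2 fold changes at the 2 temperatures had a Pearson r of 0.85 and a Spearman rho of 0.83, computed across genes, which are not independent replicates. The comparisons at the 2 temperatures share no array. The 75th percentile gave 582 higher and 336 lower genes at both. With each array left out in turn, between 603 and 729 genes were called at both temperatures. The 61 genes of Table S3 were all called here at both temperatures in the direction the table gives.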

Intriguingly, nearly half (44 up-regulated and 17 down-regulated) of all DEGs were detected under both normal and heat stress conditions (Supplementary Fig. S1b), suggesting that BnTR1 expression induced conserved transcriptional changes at different temperatures. In particular, many bacterial HSPs were significantly up-regulated upon BnTR1 expression (Fig. 1d,e). Specifically, expression of the DnaK/DnaJ and GroEL/GroES chaperone teams, which function to re-fold and stabilize denatured proteins^29^, increased 16- and 24-fold in pET-*BnTR1* cells compared with cells expressing the empty vector (Supplementary Table S3). Furthermore, the levels of proteases, such as HslU/HslV, which function in protein degradation, were approximately 14-fold higher in pET-*BnTR1* cells (Fig. 1d). 

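All 14 genes that Table S3 marks as HSPs were called higher in pET-*BnTR1* cells at both temperatures, and for each of them the 3 pET-*BnTR1* arrays lay above the 3 pET arrays. Their log2 fold changes ranged from 2.09 for *clpP* (b0437) to 8.40 for *ibpA* (b3687) at 37 °C, with a median of 4.37, and from 2.19 for *hflK* (b4174) to 8.19 for *ibpA* at 42 °C, with a median of 4.00. At 37 °C, the log2 intensity of *ibpA* was 16.56 ± 0.41 (SD, n = 3) in pET-*BnTR1* cells and 8.15 ± 0.40 (SD, n = 3) in pET cells (standard error of the difference 0.257, limma adjusted p = 2.26e-08). *ibpB* (b3686) rose by 8.02 at 37 °C and by 7.35 at 42 °C. Quantile normalization gave it an identical value on the 3 pET-*BnTR1* arrays at 42 °C, so their spread is not measured for this gene. *grpE* (b2614), which Table S3 does not mark, rose by 2.08 and 1.69 (limma adjusted p = 1.25e-06 and 4.48e-06). Before normalization, the 14 genes together took between 6.15% and 8.93% of the summed K-12 signal on the pET-*BnTR1* arrays and between 0.219% and 0.265% on the pET arrays. In pET cells, the shift to 42 °C changed these genes by log2 fold changes between -0.47 and 0.68, and none of the 14 was called by limma. Without the fold-change cut-off 1 passed the adjusted p, *clpP*, which was lower at 42 °C (-0.47, limma adjusted p = 0.0205). The largest rise, that of *dnaK*, did not pass (0.68, limma adjusted p = 0.0614). Without any scaling between arrays, a setting added after the data were seen, 4 of the 14 were no longer called at 37 °C and 2 at 42 °C.

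**Figure D3:**
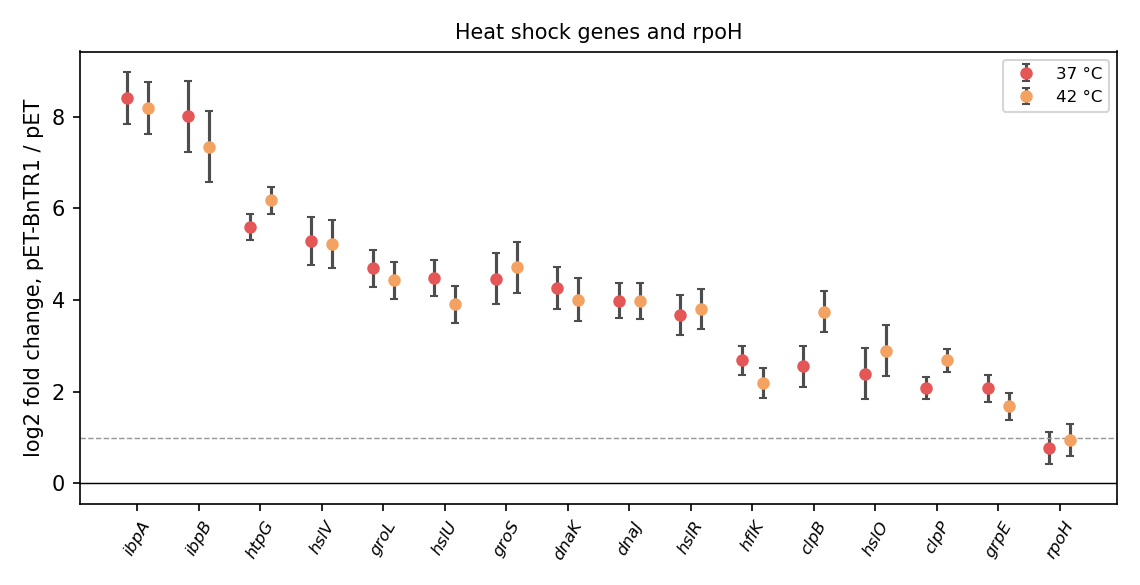
Log2 fold change between pET-*BnTR1* and pET cells at 37 °C and 42 °C for the 14 HSP genes of Table S3, *grpE* and *rpoH*, with 95% confidence intervals from limma (3 arrays per group). The dashed line marks a 2-fold change, and *ibpA* reaches 8.40 at 37 °C.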

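At 37 °C, *dnaK* (b0014) rose by a log2 fold change of 4.26 (standard error 0.208, limma adjusted p = 2.45e-07) and *dnaJ* (b0015) by 3.99 (standard error 0.174, limma adjusted p = 1.27e-07). At 42 °C they rose by 4.01 and 3.98. Averaged over both genes and both temperatures on the log2 scale, the DnaK/DnaJ team rose 16.7-fold, and 1 SD between the pET-*BnTR1* replicates spans 14.4- to 19.3-fold. The spread of the pET replicates is not part of this span or of those of the other pairs, so the folds are less precise than the spans show. *groL* (b4143), which encodes GroEL, rose by 4.69 (standard error 0.178, limma adjusted p = 6.43e-08) and *groS* (b4142), which encodes GroES, by 4.47 (standard error 0.249, limma adjusted p = 5.39e-07) at 37 °C, and by 4.43 and 4.72 at 42 °C. The GroEL/GroES team rose 23.9-fold, with a span of 21.5- to 26.5-fold between the pET-*BnTR1* replicates. These folds depended on the scaling between arrays, and with the 75th percentile in place of quantile normalization they were 33.4- and 45.6-fold. Without any scaling, a setting added after the data were seen, they were 8.15- and 11.1-fold.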

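*hslU* (b3931) rose by a log2 fold change of 4.48 at 37 °C (standard error 0.178, limma adjusted p = 7.66e-08) and 3.91 at 42 °C (limma adjusted p = 1.17e-07). *hslV* (b3932) rose by 5.29 (standard error 0.236, limma adjusted p = 1.35e-07) and 5.22 (limma adjusted p = 1.16e-07). Averaged in the same way as for the chaperone teams, HslU/HslV rose 26.5-fold, and 1 SD between the pET-*BnTR1* replicates spans 24.7- to 28.4-fold. The pET replicates, which this span leaves out, varied more at 42 °C. Their log2 SD was 0.396 for *hslU* and 0.488 for *hslV*, against 0.105 and 0.020 in pET-*BnTR1* cells. With each array left out in turn, the mean fold of HslU/HslV was between 24.9 and 28.8. It depended on the scaling between arrays, and was 51.1-fold with the 75th percentile and 12.5-fold without any scaling.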

To explore the physiological functions of DEGs, we performed gene ontology (GO) analysis. Consistent with the increase in HSPs, the most significantly changed GO terms were closely related to “response to heat” and “protein folding” processes (Fig. 1f). 

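Instead of GO terms, genes were grouped by the descriptions and names the array files give, and each group was tested against all other genes with limma's camera test. The 45 genes described as heat shock proteins, chaperones or chaperonins were higher in pET-*BnTR1* cells at 37 °C (median log2 fold change 0.24, mean 1.06, camera adjusted p = 0.00488) and at 42 °C (median 0.19, mean 1.18, camera adjusted p = 0.00397), and 24 and 23 of them rose. The 34 genes of this group outside the 14 HSPs of Table S3 had a median of -0.34 at 37 °C and -0.16 at 42 °C, and were not distinguishable from the other genes (camera adjusted p = 0.925 and 0.964). The 64 genes described as proteases or peptidases did not differ from the other genes by camera either (adjusted p = 0.383 and 0.367). The median of the protease group was -0.33 and -0.15 and its mean 0.061 and 0.12, so they differed in sign. Under limma's fry test, which does not compare with the other genes, the heat shock group (adjusted p = 5.1e-08 at both temperatures) and the protease group (adjusted p = 0.000327 and 0.000493) passed in the upward direction, and the 34 genes did not (adjusted p = 0.620 and 0.395, upward although their medians and means lay below 0). Of the 12 groups, some with other functions had lower camera p-values than the heat shock group. These were cytochrome bo and NADH dehydrogenase (adjusted p = 1.66e-10 at both temperatures), histidine synthesis (6.22e-06 and 5.75e-05), isoleucine and valine synthesis (0.00486 and 0.000428) and, at 42 °C, ribosomal proteins (0.000162), each group in the upward direction. Camera was run with a preset correlation of 0.01 between the genes of a group. Its p-values come out too low for a group whose genes vary together more than that, so this order of the groups is only a guide. The camera results depended on the scaling. With the 75th percentile, ribosomal proteins passed at 37 °C too (camera adjusted p = 8.65e-11, heat shock group 0.0091). With each array left out in turn, the heat shock group's median relative to all genes was between 0.16 and 0.39 at 37 °C. At 42 °C it was between 0.22 and 0.53. Its camera adjusted p was at most 0.0149 and 0.00893. By fry with quantile normalization, the heat shock group had the lowest p-value at both temperatures.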

To determine whether the transcriptome changes were due to the stress of over-expression proteins, we set a control group with *E*. *coli* cells expressing PUB18, which is a U-box E3 ligase from *Arabidopsis thaliana* ^30^. We did not observer significant changes of the HSP gene *dnaK* in PUB18 expressing *E*. *coli* cells (Supplementary Fig. S2). Taken together, these data suggest that the heterologous expression of BnTR1 in *E*. *coli* specifically up-regulated bacterial HSPs.

### BnTR1 expression induces σ^32^ accumulation

Because the σ^32^ is the central player in regulating HSP transcription^8^, we next investigated the changes of the σ^32^ level in *E*. *coli* cells expressing BnTR1. Interestingly, more than half of the common up-regulated DEGs, together with HSP genes, were directly regulated by σ^32^ (Fig. 2a and Supplementary Table S3). 

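Table S3 marks 26 of its 44 up-regulated genes as members of the σ32 regulon, which is 59.1%, and none of its 17 down-regulated genes. All 44 were called higher here at both temperatures. The 26 marked genes had log2 fold changes with a median of 3.49 at 37 °C and 3.77 at 42 °C. Limma called 325 genes higher at both temperatures, of which 281 lie outside Table S3, and the 26 marked genes are 8% of the 325. The table marks only genes it lists, so members of the regulon among the other 281 were not counted, 8% is the least the share can be, and the share of the regulon among the 325 was not measured here.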

Three σ^32^ regulons, *dnaK*, *groEL*, and *ipbA*, were selected and validated their up-regulation using quantitative RT-PCR (*q*RT-PCR). 

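The array measured *rpoH* (b3461) well above background on all 12 arrays. Its log2 intensity at 37 °C was 11.24 ± 0.084 (SD, n = 3) in pET-*BnTR1* cells and 10.46 ± 0.17 (SD, n = 3) in pET cells, a log2 fold change of 0.78 (standard error 0.155, limma adjusted p = 0.00186). At 42 °C it was 11.73 ± 0.19 (SD, n = 3) against 10.78 ± 0.25 (SD, n = 3), a log2 fold change of 0.95 (limma adjusted p = 0.000527). The difference was larger than the spread between replicates at both temperatures and below the 2-fold cut-off. With the 75th percentile of each array in place of quantile normalization, the log2 fold changes were 1.12 and 1.29, above the cut-off. With the slide as a block, that at 42 °C was 1.08. Without any scaling between arrays, a setting added after the data were seen, they were -1.38 (limma adjusted p = 0.0586) and -0.28 (limma adjusted p = 0.742), where the median gene was at -2.48 and -1.56.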

Notably, *rpoH* (the gene encoding σ^32^) remained at its basal transcriptional level, which was confirmed by both microarray and *q*RT-PCR (Fig. 2a,b). These data indicate that BnTR1 may not participate in the transcriptional regulation of σ^32^.

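Among the genes of other σ factors, *rpoD* (b3067) rose by a log2 fold change of 3.09 at 37 °C (standard error 0.182, limma adjusted p = 7.23e-07) and 2.82 at 42 °C (limma adjusted p = 1.32e-06). *rpoE* (b2573) had log2 fold changes of -1.96 and -2.52 (limma adjusted p = 1.33e-05 and 2.46e-06), which were -0.91 and -0.98 with the 75th percentile in place of quantile normalization. *rpoS* (b2741) had -1.31 and -1.40, and was no longer called with the 75th percentile (-0.27 and -0.35). *rpoN* (b3202) was not called (0.31 and 0.57), and was -1.68 at 37 °C without any scaling between arrays, above the median gene of that setting. *fliA* (b1922) was not well above background on most arrays and is given no fold. From the level of *rpoH* on the arrays and by *q*RT-PCR, the paper proposes that BnTR1 may not take part in the transcriptional regulation of σ32.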

**Figure 2:**
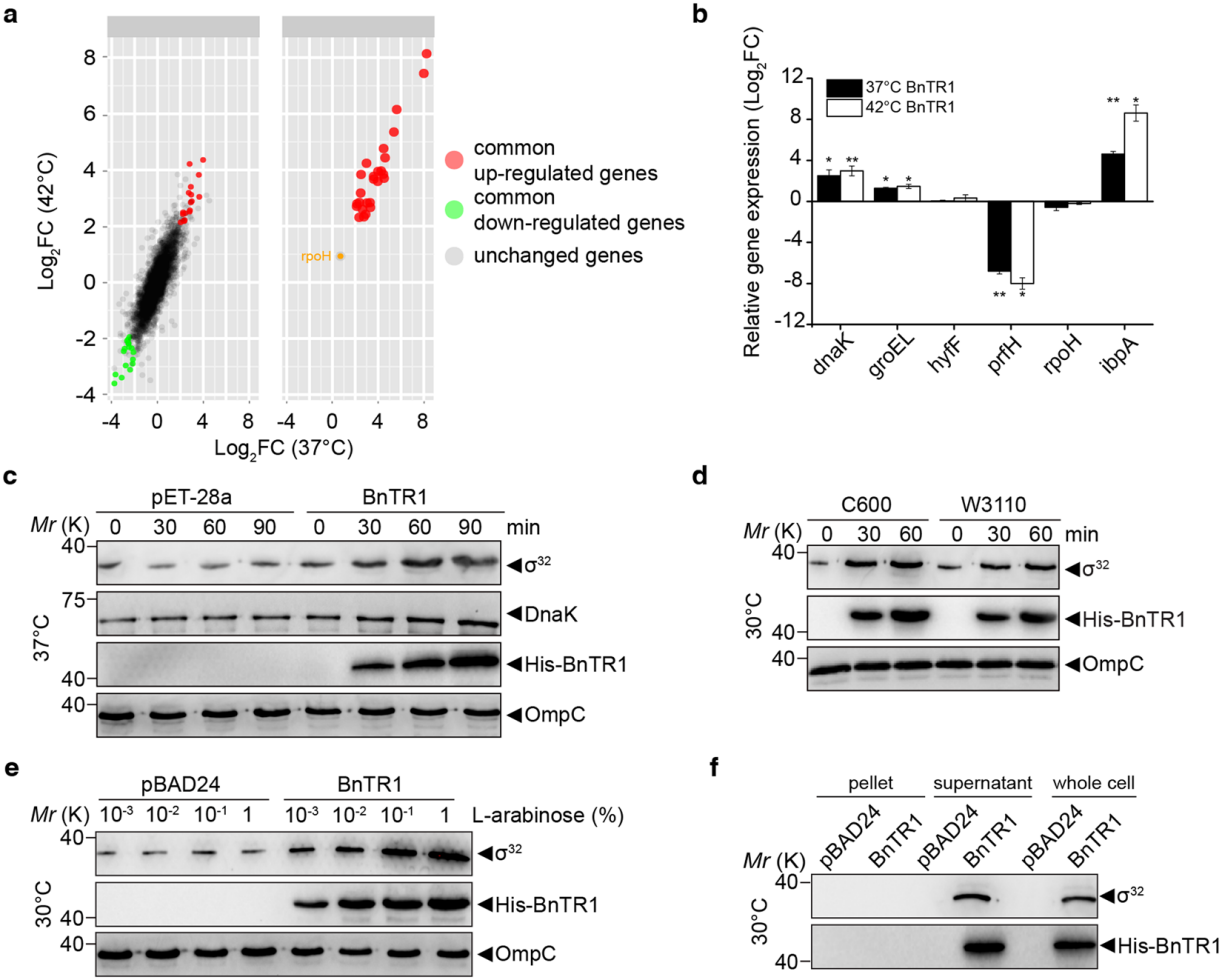
The σ^32^ level is increased during the expression of BnTR1. (**a**) Distribution of σ^32^ regulons among the common DEGs (right panel). The expression level of *rpoH* measured by microarray is denoted as an orange dot. (**b**) Validation of microarray data by *q*RT-PCR and two-tailed Student’s *t*-test was used for the comparison (*p-value < 0.05 and **p-value < 0.001). Six genes were selected, including three heat shock genes (*dnaK*, *groEL*, and *ipbA*), one down-regulated DEG (*prfH*), and two genes without significance (*hyfF* and *rpoH*). (**c**) Whole-cell extracts from pET and pET-BnTR1 cells cultured at 37 °C with 0.1 mM IPTG were analysed using Western blotting (probed with anti-DnaK, anti-σ^32^, and anti-His for BnTR1). (**d**) Wild-type *E*. *coli* W3110 and C600 cells harbouring the pBAD24 empty vector or pBAD-BnTR1 were grown at 30 °C with 0.1% L-arabinose. Whole-cell extracts taken at the indicated time were loaded and probed with anti-σ^32^ and anti-His for BnTR1. **(e)** Whole-cell extracts were from *E*. *coli* C600 cells induced with different concentration of L-arabinose for 30 min at 30 °C. Immunoblots were shown and probed with antibodies indicated. (**f**) Western blotting (probed with anti-σ^32^ and anti-His for BnTR1) of whole cell, supernatant, and pellet proteins that were extracted as described in (**d**). OmpC was detected in parallel by anti-OmpC and used as a loading control in **(c**,**d** and **e)**. The data are presented as means ± s.d. of three independent experiments (**b**). Full-length blots are presented in Supplementary Figure 6.

Measuring the protein levels further supported the assumption of post-transcriptional regulation of σ^32^. The BnTR1 expression rapidly trigged σ^32^ accumulation within 30 min, and it persisted for at least 90 min (Fig. 2c). In accordance with the increased transcription, DnaK synthesis was concomitantly increased and reached its peak level after 1 hour (Fig. 2c), indicating that cellular σ^32^ was in an active state. Because abnormal protein production in *E*. *coli* can also increase HSPs^31, 32^, we examined whether the increase in σ^32^ was due to the aggregation of unfolded BnTR1. To minimize the basal BnTR1 protein level and to avoid its toxic effect on *E*. *coli* cells, *BnTR1* with a tightly regulated pBAD promoter was generated and induced by L-arabinose under a low temperature in *E*. *coli* W3110 and C600 strains. Remarkably, σ^32^ levels still increased dramatically even when BnTR1 was slightly induced at 30 °C (Fig. 2d). We also tested dosage effects of BnTR1 on the σ^32^ accumulation by using different concentrations of inducer. When supplemented with L-arabinose, σ^32^ levels increased in *E*. *coli* expressing BnTR1 compared with the control groups harbouring empty vectors. Moreover, when BnTR1 was induced, both the σ^32^ level and the amount of BnTR1 were higher in *E*. *coli* cells treated with 1% L-arabinose than with 0.01% and 0.001% L-arabinose, respectively (Fig. 2e). In addition, cell lysate tests demonstrated that the majority of BnTR1 was concentrated in the supernatant and was barely detectable in the inclusion bodies (Fig. 2f).

### The RING domain is the active site of BnTR1

As an E3 ligase, BnTR1 possesses a typical RING domain chelating two zinc atoms to form two zinc fingers^28^, which led us to explore whether the RING domain is essential for BnTR1 function in bacteria. The BnTR1 mutants, BnTR1ΔZn1 (BnTR1^C66S/C69S^), BnTR1ΔZn2 (BnTR1^C82S/C84S^) and BnTR1ΔZn1/2 (BnTR1^C66S/C69S/C82S/C84S^), had no influence on cell growth at the normal temperature (Fig. 3a). As expected, wild-type BnTR1 kept the *in vitro* E3 ubiquitin ligase activity, and *E*. *coli* cells benefited from the expression of wild-type BnTR1 at 42 °C (Fig. 3a and Supplementary Fig. S3). Interestingly, though BnTR1 mutants lost the ligase activity, they had different effects on *E*. *coli* cells. The growth rate of BnTR1ΔZn1 cells was similar but slightly lower than that of BnTR1 cells (Fig. 3a). In sharp contrast, the growth of BnTR1ΔZn2 and BnTR1ΔZn1/2 cells significantly decreased (Fig. 3a). The cell growth results indicated that mutations in the first zinc finger (Zn1) did not substantially affect BnTR1 activity, but the second zinc finger (Zn2) was more crucial.

**Figure 3:**
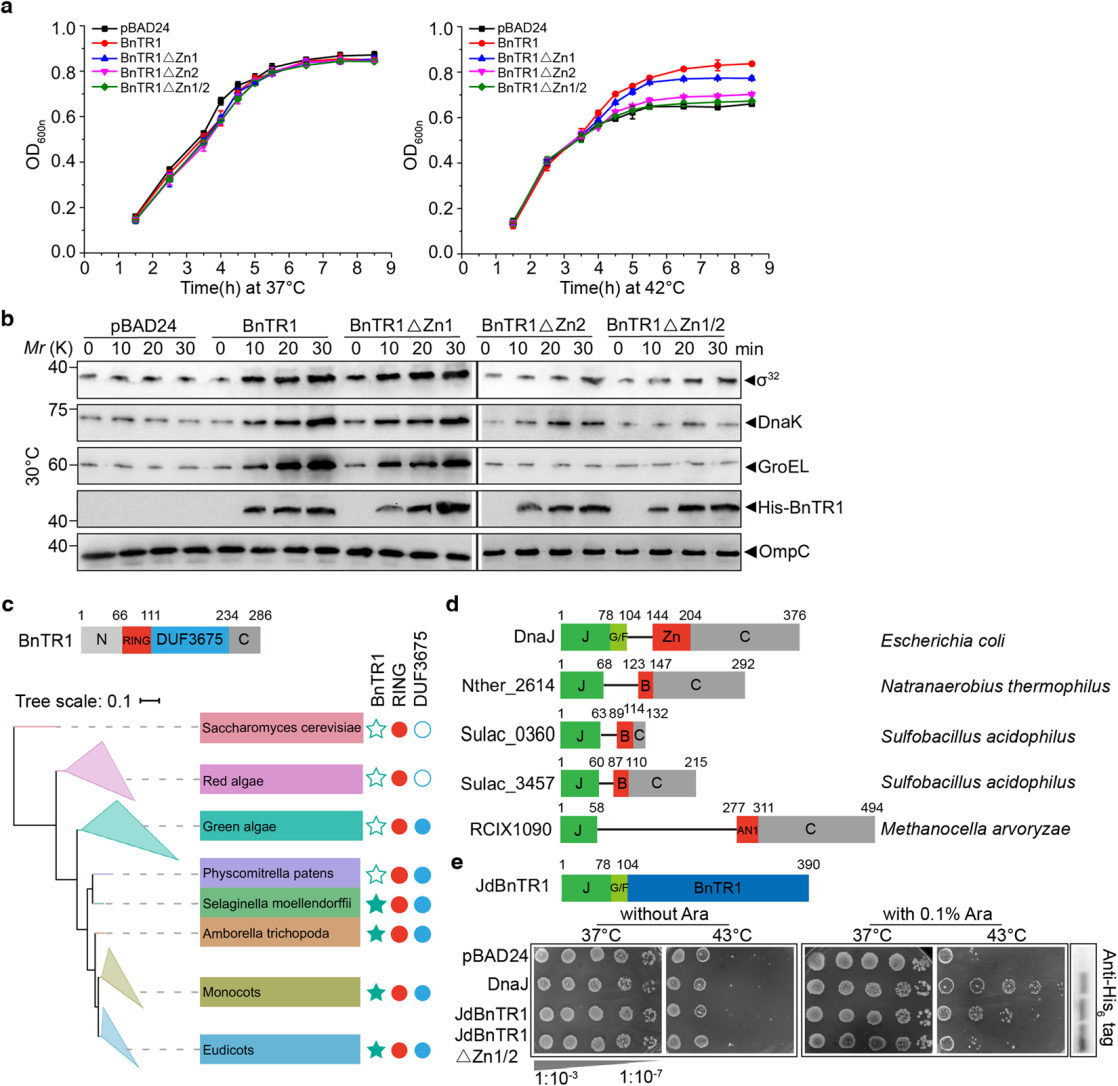
Two zinc fingers of BnTR1 have distinct functions. (**a**) Growth curves of *E*. *coli* C600 cells with BnTR1 mutants at 37 °C (left) and 42 °C (right). (**b**) Western blot with antibodies against His-BnTR1 (His antibody), σ^32^ and chaperones (DnaK and GroEL). Whole-cell extracts were obtained from wild-type *E*. *coli* C600 cells. OmpC was used a loading control. Samples between gels were from the same experiments and were processed in parallel. (**c**) Diagrams indicate the BnTR1 domain structure. A reconstructed phylogenetic tree of *Plantae*, in which clades with multiple species (red algae, green algae, monocots, and eudicots) are collapsed. The present and absent homologues of full-length BnTR1, RING domain, and DUF3675 domain are denoted with filled and empty shapes, respectively. Drawn to scale: amino-terminus (N), DUF3675 (unknown function domain closely associated with zinc finger) domain and carboxyl-terminus (C). (**d**) Domain structures of representative prokaryotic proteins containing both J-domains and zinc fingers. Drawn to scale: zinc finger (Zn), J (J-domain), G/F (glycine/phenylalanine-rich) and B (B-box). (**e**) Complementation of temperature sensitive *E*. *coli* stains expressing pBAD24 constructed DnaJ, chimeric BnTR1 and mutants at 43 °C. The data are presented as means ± s.d. of three independent experiments (**a**). Full-length blots are presented in Supplementary Figure 6.

To identify the distinct functions of the two zinc fingers, the levels of HSPs and σ^32^ were measured. HSPs in BnTR1ΔZn1/2 and BnTR1ΔZn2 cells dropped to basal levels; however, mutation of Zn1 had little effect on HSPs as the HSP levels were similar in BnTR1ΔZn1 and wild-type BnTR1 cells. We observed a positive correlation between σ^32^ levels and HSP synthesis. The expression of wild-type BnTR1 and BnTR1ΔZn1 induced the accumulation of σ^32^ over 10 to 30 min, whereas no significant changes of σ^32^ levels were detected in BnTR1ΔZn1/2 and BnTR1ΔZn2 cells (Fig. 3b). It is important to note that the cells expressing mutant BnTR1 were cultured under non-stress conditions (30 °C). These results were in strong agreement with the growth rate experiments, suggesting that zinc fingers play an important role in the function of BnTR1; in particular, Zn2 was indispensable for the up-regulation of HSPs and σ^32^.

To further understand BnTR1 activity in *E*. *coli*, we next explored the distribution of its homologues. By mapping BnTR1 homologues to the reconstructed phylogenetic tree, we found that BnTR1 homologues emerged in ferns (*Selaginella moellendorffii*) but are missing in mosses (*Physcomitrella patens*), green algae, and red algae. Interestingly, unlike full-length BnTR1, the RING domain was widely spread among the *Plantae* and was even detected in yeast (*Saccharomyces cerevisiae*) (Fig. 3c and Supplementary Fig. S4a). Considering the importance of the RING domain, we next conducted a domain search in prokaryotic genomes. In *E*. *coli*, DnaJ chaperone contained a zinc-finger domain next to the J-domain^33^. Moreover, other types of zinc fingers, such as the B-box and AN1, were integrated with the J-domain in specific bacterial and archaeal species^34^ (Fig. 3d), raising the possibility that BnTR1 and DnaJ are analogous in terms of their structural topology or enzymatic activity. The comparison of the structures of BnTR1 and DnaJ by molecular modelling indicated that the eight residues (cysteine/histidine) of BnTR1 coordinated the zinc ions in a cross-braced shape (Supplementary Fig. S4b). By contrast, the two zinc fingers in DnaJ constituted a right angle and formed a V-shaped molecule^33^ (Supplementary Fig. S4c).

The dissimilar topology led us to extend the comparison of zinc fingers *in vivo*. A complementary experiment using the *dnaJ* mutant *E*. *coli* strain MF634 revealed that cells expressing wild-type BnTR1 formed very few clones at 43 °C, indicating that BnTR1 alone was unable to compensate for the loss of DnaJ (Supplementary Fig. S5). Because the J-domain and glycine/phenylalanine-rich (G/F) region are crucial for DnaJ chaperone functions^35^, a chimeric protein made by concatenating BnTR1 with the J-domain and G/F region of DnaJ was engineered and named JdBnTR1 (Fig. 3e). Surprisingly, JdBnTR1 rescued the defective cells at the high temperature, but mutations in both zinc fingers (JdBnTR1ΔZn1/2) were incapable of rescuing the growth defect at 43 °C (Fig. 3e). Taken together, these results suggest that the up-regulation of HSPs and σ^32^ was not a result of over-expression of foreign proteins or possible BnTR1 solubility problems, but rather the physiological function of BnTR1 in the post-transcriptional regulation of σ^32^.

### BnTR1 stabilizes σ^32^*in vivo* through its RING domain

Because σ^32^ activity is negatively controlled by the KJE chaperone team^15, 36^, it is unknown whether BnTR1 could hinder KJE-dependent regulation of σ^32^. The assay of KJE refolding of denatured luciferase substrate was employed to test the function of two zinc fingers of BnTR1. BnTR1 and its mutant forms sharply decreased the reactivation activity of the KJE chaperon team in 10 minutes (Fig. 4a). However, along with increasing the reaction time, BnTR1 mutants displayed different effects. After 20 min, BnTR1ΔZn2 and BnTR1ΔZn1/2 showed distinguishably higher levels of reactivated luciferase than the wild-type BnTR1 and BnTR1ΔZn1. To confirm our observations, series of BnTR1 mutant concentrations were supplied into the reaction. We confirmed the inhibitory effects, which were even more significant when we used a low concentration (0.0125 μm) of BnTR1 mutant (Fig. 4b). Based on these results, BnTR1 could act as an intruder in the KJE refolding system *in vitro* and confirmed the distinct functions of two zinc fingers.

**Figure 4:**
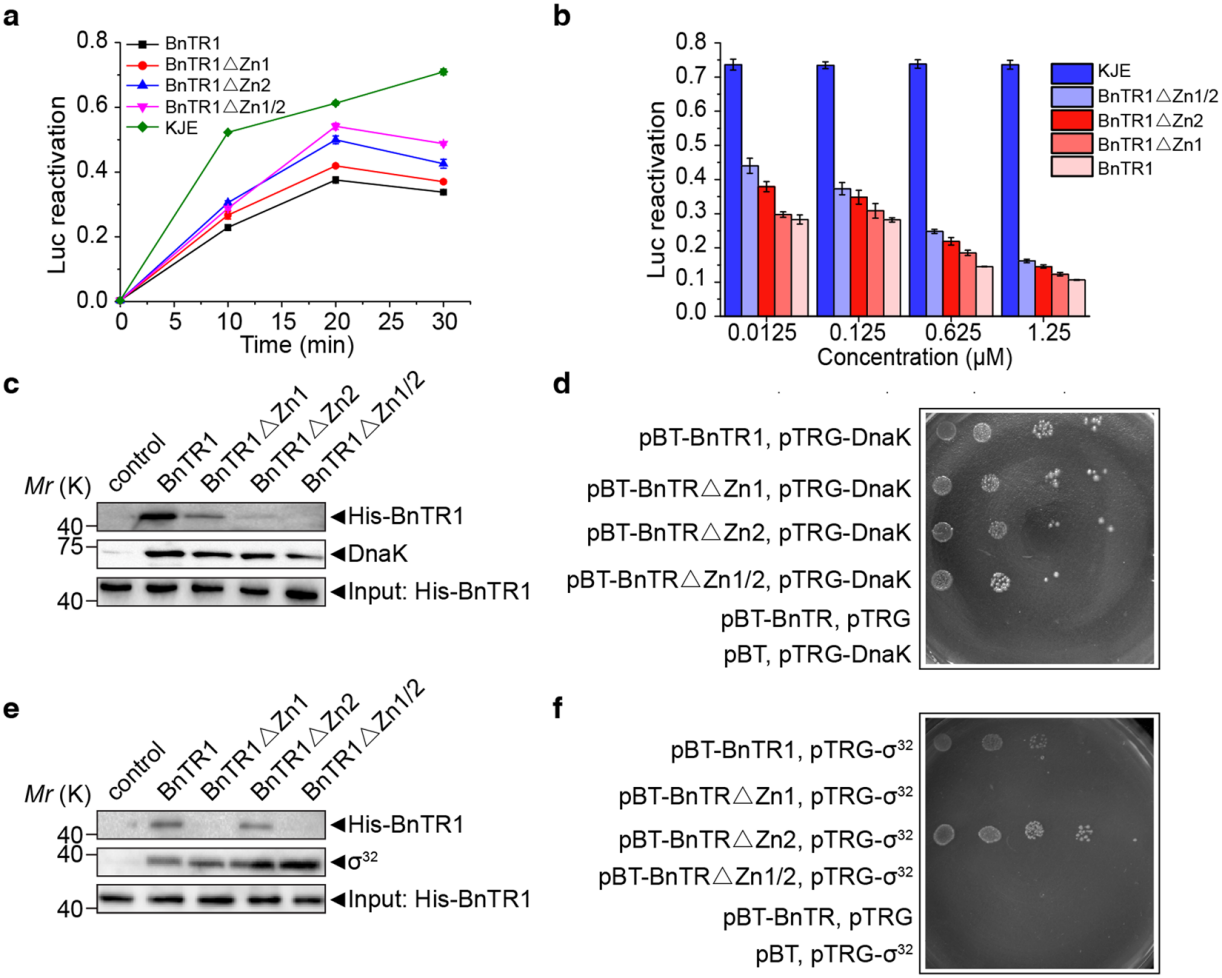
BnTR1 interacts with DnaK and σ^32^ *in vivo*. (**a**) Refolding denatured luciferase by the KJE chaperone team with or without BnTR1 or BnTR1 mutants (0.0625 μM). (**b**) The same reactivation system as described in (**a**) was used with a series of BnTR1 or BnTR1 mutant concentrations incubated for 30 min. (**c**) and (**e**) Co-immunoprecipitation of BnTR1 with DnaK (**c**) and σ^32^ (**e**). Purified BnTR1 and mutant forms were incubated with DnaK or His-σ^32^. The control group did not contain DnaK or His-σ^32^, and the input lane was used to adjust the concentration of BnTR1 and mutant forms in the reaction system. (**d**) and (**f**) Interaction analysis of BnTR1 and DnaK (**d**) or σ^32^ (**f**) in the bacterial two-hybrid system. The data are presented as means ± s.d. of three independent experiments (**a**,**b**). Full-length blots are presented in Supplementary Figure 6.

As the Zn2 of BnTR1 is more important for its inhibitory effect, we hypothesized that this region physically interacts with the DnaK chaperone. Therefore, 6His-BnTR1 (N terminus) and BnTR1 mutants were purified and used as prey in co-immunoprecipitation (Co-IP) experiments. Indeed, DnaK and BnTR1 formed a stable complex, which remained intact when Zn1 was mutated (BnTR1ΔZn1) (Fig. 4c). As expected, the DnaK-BnTR1ΔZn2 or DnaK-BnTR1ΔZn1/2 complex was barely detectable, suggesting that DnaK interacted with the Zn2 of BnTR1 *in vivo*. We next used a bacterial two-hybrid system to confirm their interaction. We identified a clear signal for the DnaK-BnTR1 and DnaK-BnTR1ΔZn1 interactions (Fig. 4d).

It is known that σ^32^ is a substrate of DnaK and the co-chaperone DnaJ^36^. We observed different growth rates (Fig. 3a) and inhibition effects (Fig. 4a) between BnTR1ΔZn1 and BnTR1ΔZn1/2, suggesting that Zn1 may play a minor role in the stabilization of σ^32^. Surprisingly, BnTR1 and σ^32^ formed a rather tight complex, and mutation of Zn2 had no effect on their interaction (Fig. 4e). The interaction between BnTR1 and σ^32^ was dependent on Zn1, as mutation in this region completely disrupted the interaction, which was demonstrated by Co-IP and bacterial two-hybrid experiments (Fig. 4e,f).

## Discussion

In this study, we report heterologous expression BnTR1, a plant E3 ligase containing a RING domain, could effectively protect *E*. *coli* cells from heat stress. BnTR1 expression in *E*. *coli* dramatically increased the level of heat shock factor σ^32^, even at low temperatures, resulting in the significant up-regulation of HSPs. It has been well established that HSP expression rapidly increases following temperature upshift to protect *E*. *coli* cells from heat-damaged proteins^1, 3, 4^. 

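*clpB* (b2592) rose by a log2 fold change of 2.56 in pET-*BnTR1* cells at 37 °C (standard error 0.202, limma adjusted p = 4.87e-06) and 3.75 at 42 °C (limma adjusted p = 3.72e-07). *htpG* (b0473) rose by 5.59 (standard error 0.13, limma adjusted p = 2.84e-09) and 6.18 (limma adjusted p = 1.03e-09). For both genes, every pET-*BnTR1* array lay above every pET array of the same temperature.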

In our study, several HSPs were induced by BnTR1 expression, including DnaK, GroEL, ClpB and HtpG, which are molecular chaperones with functions in deterring unfolded protein aggregation and assisting in their refolding^29, 37^. Other HSPs, such as HslU/hslV and ClpP, are proteases that function to degrade and dissolve heat-denatured proteins^38^. Thus, the increased heat resistance largely depends on the cumulative effects of multiple molecular chaperones and proteases, which are essential to refold and degrade heat-damaged proteins. Therefore, cells expressing BnTR1 seem less affected and damaged by heat stress. Consistent with this idea is a recent report that over-expression of the GroEL/GroES chaperones increase the maximum growth temperature of wild-type *E*. *coli* to 47.5 °C^39^. Heat shock factor σ^32^ is known to be the key regulator of *E*. *coli* HSPs^5^. Although BnTR1 triggered considerable activation of σ^32^, which is sufficient to induce HSPs, σ^32^ transcription remained relatively constant. Thus, the apparent linkage between BnTR1 and σ^32^ is at the post-transcriptional level.

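The log2 fold change of *rpoH* was higher than that of 83.7% of the 4209 genes at 37 °C and 86.8% at 42 °C. By the size of the change regardless of sign, it was larger than that of 60.7% and 71.6% of the genes. Its distance from the median gene was 0.92 and 1.04 on the log2 scale. The paper names FtsH and the signal recognition particle as regulators of σ32. *ftsH* (b3178) was not called at 37 °C (log2 fold change -0.053, standard error 0.208, limma adjusted p = 0.85) or at 42 °C (0.033), although it reached 1.23 at 42 °C with the 75th percentile in place of quantile normalization. *ffh* (b2610), which encodes the protein of the particle, had log2 fold changes of -0.77 and -0.34, and *ftsY* (b3464), which encodes its receptor and is not named in the paper, of -0.73 and -0.24. These were below the 2-fold cut-off, while the adjusted p of limma was 0.000436 and 0.0409 for *ffh* and 0.00181 and 0.207 for *ftsY*. When the 75th percentile replaced quantile normalization, neither gene passed the adjusted p at either temperature, and both had log2 fold changes above 0 at 42 °C.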

It could be argued that the enhanced HSP levels are not due to a specific BnTR1 function, as previous studies have shown that overexpression of abnormal proteins increases HSP levels^31, 32^. The simplest explanation for the induction of HSPs is the accumulation of unfolded BnTR1. However, this simple model seems inconsistent with our current data. These reported abnormal proteins are misfolded or unfolded with aberrant high-order structure, and are found in inclusion fractions^31, 32^, while the majority of BnTR1 protein was soluble. In addition, BnTR1 in *E*. *coli* remained active rather than being unfolded. Thus, the thermotolerance of *E*. *coli* was not due to the stress of the over-expression of exogenous proteins.

The heterologous expression of eukaryotic molecular chaperones enables *E*. *coli* cells to resist heat stress at lethal temperatures^21–24, 27^. This protective effect is closely related to chaperone activity in maintaining proteins in a folded state or preventing unfolded proteins from aggregation^25–27^. However, this is not the case for BnTR1, as purified BnTR1 exhibited no chaperone function in refolding denatured luciferases with KJE *in vitro*; instead, the efficiency of BnTR1 largely depended on its RING domain. Thus, we propose an alternative model. The KJE chaperone team inhibits the σ^32^ activity by directly binding to σ^32^ *in vivo* and *in vitro* ^14–16^. BnTR1 interacts with DnaK to form a stable complex mainly through the Zn2, which may inhibit the negative effect of KJE on σ^32^, resulting in the accumulation of active σ^32^. Moreover, although mutation in Zn1 had little effect on σ^32^ and HSP levels, our *in vivo* interaction studies suggest that Zn1 selectively interacts with σ^32^. It is not clear whether Zn1 and/or Zn2 could influence pathways associated with SRP and the protease FtsH, key regulators for σ^32^ membrane localization and degradation^17–20^. Thus, we suggest that the increased amount of active σ^32^ is largely attributed to the Zn2 of BnTR1 (Fig. 5).

**Figure 5:**
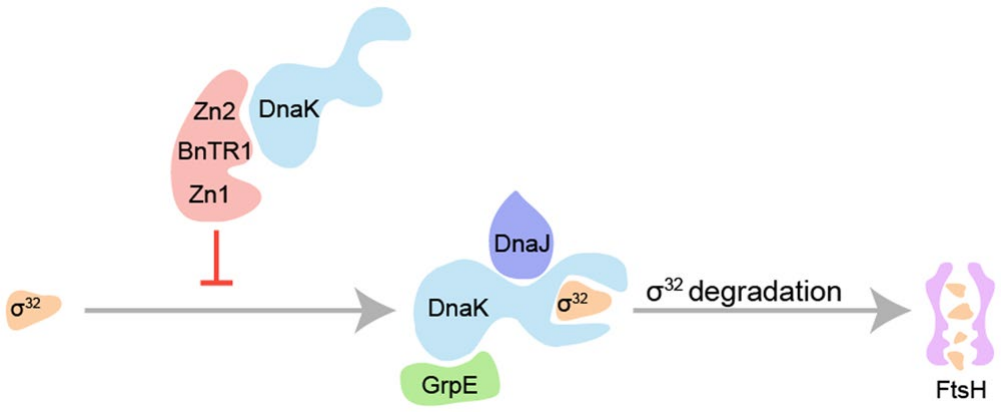
Proposed model of σ^32^ accumulation in *E*. *coli* cells expressing BnTR1. In wild-type *E*. *coli* cells, the KJE chaperone team interacts with σ^32^ to inhibit its activity, and then facilities σ^32^ degradation by the protease FtsH. In *E*. *coli* cells expressing BnTR1, the Zn2 in its RING domain of BnTR1 may interact with DnaK, thereby stabilizing σ^32^.

BnTR1 is identified as a key player in the heat stress response of *B*. *napus*, and constitutive *BnTR1* expression significantly increases the heat tolerance of multiple plant species^28^. Interestingly, we observed that heterologous expression of BnTR1 also conferred pronounced thermoprotective effects on *E*. *coli* cells. In plant the function of BnTR1 tightly relies on its E3 ligase activity, but BnTR1 may work in a different way in *E*. *coli*. All BnTR1 mutants used in this study lost their *in vitro* E3 ligase activity, whereas the effect of BnTR1ΔZn1 in *E*. *coli* was slightly affected. Although no significant homologues of BnTR1 have been detected in prokaryotes, we noted that the *E*. *coli* chaperone DnaJ possesses a domain containing two zinc fingers. Importantly, analogous to BnTR1, the two DnaJ zinc fingers play different roles such that one is important for DnaK-independent chaperone activity, while the other is essential for the interaction with DnaK^40, 41^. A rather surprising finding was that the expression of the JdBnTR1 chimeric protein (a fusion of the J-domain and BnTR1) rescued the *dnaJ* mutant strains at a high temperature. Thus, it suggested that BnTR1 and other proteins possessing similar zinc figure domains may be useful resources in the genetic engineering of thermophilic bacteria for industrial application.

## Methods

Further details of bacterial viability assays, two-hybrid assays, recombinant protein expression and purification, *in vitro* assay of E3 ubiquitin ligase activity, Co-IP assays, and RNA extraction and *q*RT-PCR can be found in the Supplementary Methods.

### Strains, plasmids and growth condition

The *E*. *coli* strains and plasmids were commercially obtained from the American Type Culture Collection (ATCC) and the Coli Genetic Stock Center (CGSC) (Supplementary Table S4). The strains and their transformants were grown aerobically in Luria–Bertani (LB) medium (tryptone 10 g L^−1^, NaCl 10 g L^−1^ and yeast extract 5 g L^−1^, pH 7.4) and were supplemented with ampicillin (100 μg mL^−1^) and kanamycin (50 μg mL^−1^) when necessary. To validate the *in vitro* interaction of DnaK and σ^32^ with BnTR1, the expression of recombinant proteins from *E*. *coli* Rosetta (DE3) was induced at the mid-logarithmic phase (OD_600nm_ = 0.6) using 0.5 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) for 30 min.

### Vectors construction

pET-28a and pBAD24 vectors were used to express polyhistidine (6His)-tagged proteins (Supplementary Table S5). The construct expressing 6His-BnTR1 (N-terminal) was generated as follows. *BnTR1* and *PUB18* (AT1G10560) was amplified by PCR from *B*. *napus* and *A*. *thaliana*, respectively, and ligated into pET-28a (digested with BamHI and HindIII). 6His-*BnTR1* was then sub-cloned into the pBAD24 vector (digested with NcoI and HindIII) to obtain pBAD24-*BnTR1*. Site-specific mutations were introduced into BnTR1 using QuikChange® Lightning Site-Directed Mutagenesis Kits (Stratagene) with the resultant plasmid pET-28a-*BnTR1* as the template. The constructs containing mutant BnTR1 (pET-28a-/pBAD24-*BnTR1* ^C66S/C69S^, pET-28a-/pBAD24-*BnTR1* ^C82S/C84S^ and pET-28a-/pBAD24-*BnTR1* ^C66S/C69S/C82S/C84S^) were transformed into *E*. *coli* and induced to express the target proteins.

The 6His-*dnaJ* was amplified by using *E*. *coli* C600 as the template and ligated into pET-28a (digested by BamHI and Xhol). pBAD24-*dnaJ* was then constructed by subcloning of the Ncol/Xhol *dnaJ* fragment from pET-28a-*dnaJ*. For the construction of pBAD24-*JdBnTR1*, the J domain of *dnaJ* (312 bp) was amplified from pET-28a-*dnaJ* and then ligated into pBAD24-*BnTR1* (digested by NdeI and BamHI). The gene encoding for σ^32^ (*rpoH*) was obtained by amplifying its entire coding region (855 bp) from *E*. *coli* C600 and then cloned into pET-28a (digested by BamHI and XhoI) to get the pET-28a-*rpoH*. To create pET-28a-*luc*, the luciferase gene was amplified and ligated into pET-28a (digest by BamHI and XhoI). Successful transformants were analyzed by colony PCR and constructs containing correct inserts were sequenced to ensure the accuracy.

### Luciferase refolding assays

Luciferase refolding was evaluated as described previously with modifications^42^. Specifically, luciferase (25 μM) was denatured and diluted 100-fold into a premix containing 10 mM MOPS (pH 7.2), 50 mM KCl, 5 mM MgCl_2_, 0.015% (w v^−1^) bovine serum albumin (BSA), 0.1 mg ml^−1^ creatine kinase, 20 mM creatine phosphate, 5 mM ATP, 2 μM DnaK, 0.5 μM DnaJ, 0.125 μM GrpE, and a serial concentration of BnTR1. Luciferase activity was continuously monitored at 22 °C using a luciferase assay system from Molecular Devices (L MaxII^384^).

### Immunoblotting

Western blotting was employed to determine the translational level of σ^32^ and heat shock proteins. Briefly, *E*. *coli* C600 and W3110 pBAD24 transformants (OD_600nm_ = 0.6) were induced with 0.1% L-arabinose for 30 minutes. Cultures were harvested and divided into two equal aliquots. One aliquot was immediately precipitated with 5% trichloracetic acid (TCA) for protein concentration quantification. The precipitate was collected by centrifugation and washed with 80% iced acetone. Pellets were dried under vacuum and re-suspended with double distilled water. The concentration of proteins was quantified using pierce BCA protein assay kit (Thermo). The other aliquot was collected and re-suspended in SDS-PAGE sample buffer for western blotting analysis.

Proteins were separated by SDS-PAGE and transferred to nitrocellulose membranes (Bio-Rad). Membranes were blocked with 10% bovine serum albumin (BSA) diluted in TBST (TBS and 0.1% (w v^−1^) Tween 20) for 1 hour at room temperature and then incubated overnight at 4 °C with anti-σ^32^ (1:1,000) (Neoclone), anti-DnaK (1:10,000) (Abcam), anti-GroEL (1:1,000) (Abcam), anti-His (1:1,000) (Abcam), and anti-OmpC (1:1,000) (Biorbyt) antibodies (diluted in TBST). Membranes were washed three times with TBST, incubated for 1 hour at room temperature with a 1:1,000 dilution of HRP-conjugated secondary antibodies in TBST, and washed three times with TBST. Immunoreactive bands were detected using Pierce ECL Western Blotting Substrate (Thermo Scientific) and ChemiDoc XRS Plus (Bio-Rad). Images were captured with Image Lab Software version 3.0 (Bio-Rad).

### Phylogenetic and protein domain analysis

We constructed a phylogenetic tree of 51 *Plantae* species according to the method described by Ciccarelli *et al*.^43^. We selected highly conserved proteins without horizontal gene transfers effects, and the list included ribosomal proteins (S2, S3, S4, S5, S7, S8, S11, S12, L3, L5, L11, L9E/L22, L10E, and L15), aminoacyl tRNA synthetases (Seryl-, Phenylalanine-, and Leucyl-tRNA synthetase), metal-dependent proteases with chaperone activity, and predicted GTPase probable translation factor. The MUSCLE program^44^ was used to conduct multiple sequence alignments with iteration number set to 100, and then aligned sequences were concatenated. The phylogenetic tree was constructed using RAxML^45^ (parameters: -f a -T 6 -m PROTGAMMAJTTX -p -x -#autoMRE). *Saccharomyces cerevisiae* was set as the outgroup.

Significant homologs of full-length BnTR1 was detected by BLASTP (E-value < 10^−17^). The Kyoto Encyclopedia of Genes and Genomes (KEGG) database^46^ was used to construct the distribution of J-domain, RING, AN1, and B-box protein domains (E-value < 10^−4^).

### Microarray procedures

Cy3 fluorescently-labeled cRNA was prepared and hybridized to Agilent *E*. *coli* whole-genome gene expression microarrays (8*15 K) according to the single channel microarray-based protocol (Agilent Technologies Inc.). The biological repeats were randomly distributed onto two microarray slides. 

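The headers of the scanner output place the 12 arrays on 3 slides, which held 1, 3 and 8 arrays. Replicates 2 and 3 of every group lay on the slide of 8 arrays, and replicate 1 of every group lay on the other slides. The slide of 1 array held replicate 1 of pET cells at 42 °C. The slide of 3 arrays was read by another scanner than the rest. Replicate 1 and the slide cannot be told apart, while the groups can be compared within the slide of 8 arrays.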

The array images were scanned by the G2565BA Microarray Scanner System, and raw data were then normalized (quantile method), merged and filtered by Feature Extraction Software (Agilent Technologies Inc.).

The control probes and probes without annotation were dropped out as they were considered to have non-transcriptome biological meanings. As the Agilent *E*. *coli* microarray contains three other types of probes (designed for *E*. *coli* O157:H7, CFT073 and EDL933), these probes were neglected before the downstream analysis. For the “sibling probe-set”, one gene corresponding to multiple probes, the average value to represent the gene expression intensity^47^. A total of 4108 genes were finally selected, the intensity values were log2 transformed.

To identify robust DEGs, five parametric and non-parametric methods were independently applied. First, three traditional processing methods, the Student’s *t*-test, the Mann-Whitney *U*-test, and fold-change calculation were applied. The DEGs in each comparison were identified with the false discovery rate (FDR) <0.05 for the *t*-test and *U*-test, together with fold-change cut-off values of 2.0-fold decrease and increase. Two more sophisticated methods in R/Bioconductor packages “Limma”^48^ and “RankProd”^49^ were used (Supplementary Table S6). The intersection of DEGs identified using the five methods were considered to be significantly up- or down-regulated in BnTR1 strains at 37 °C and 42 °C, respectively. 

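The genes called by all methods here, with the *U*-test by its normal approximation, included 92 of the 112 genes in Table S1 and 106 of the 122 in Table S2. For the genes of these tables, the log2 fold changes computed here had a Pearson r of 0.999 and 1.00 with the paper's, across genes.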

The σ^32^ regulons were summarized from Nonaka *et al*.^50^.

The latest GO information (submission date: 7/1/2015) of *E*. *coli* was retrieved from Gene Ontology Consortium. The minimum number of genes in each GO term was set as 5. The Fisher’s exact test was used to determine the significant GO terms with threshold of *p*-value < 0.05.

For microarray data validation, the transcriptional levels of genes were detected (Supplementary Table S7). RNA was extracted as described above, cDNA was generated using an iScript cDNA synthesis kit (Bio-Rad) and *qPCR* was performed using SYBR Green Supermix (Bio-Rad). The results were analysed, and the mRNA levels were normalized against that of 16 s rRNA using the ΔΔ*CT* method^51, 52^.

### Statistical analysis

All statistical analysis was conducted by the R software.

### Data availability

The microarray data has been deposited in the Gene Expression Omnibus with the accession number GSE85807.

## Electronic supplementary material

Supplementary Information

Supplementary Table 1, Supplementary Table 2, Supplementary Table 3, Supplementary Table 4, Supplementary Table 5, Supplementary Table 6, Supplementary Table 7

## References

[1] Lindquist S (1986). The heat-shock response. Annu Rev Biochem.

[2] Morimoto RI (2011). The heat shock response: systems biology of proteotoxic stress in aging and disease. Cold Spring Harb Symp Quant Biol.

[3] Craig EA, Gambill BD, Nelson RJ (1993). Heat shock proteins: molecular chaperones of protein biogenesis. Microbiol Rev.

[4] Richter K, Haslbeck M, Buchner J (2010). The heat shock response: life on the verge of death. Mol Cell.

[5] Grossman AD, Erickson JW, Gross CA (1984). The htpR gene product of *E*. *coli* is a sigma factor for heat-shock promoters. Cell.

[6] Straus DB, Walter WA, Gross CA (1987). The heat shock response of *E*. *coli* is regulated by changes in the concentration of sigma 32. Nature.

[7] Straus DB, Walter WA, Gross CA (1989). The activity of sigma 32 is reduced under conditions of excess heat shock protein production in *Escherichia coli*. Genes Dev.

[8] Guisbert E, Yura T, Rhodius VA, Gross CA (2008). Convergence of molecular, modeling, and systems approaches for an understanding of the *Escherichia coli* heat shock response. Microbiol Mol Biol Rev.

[9] Guo MS, Gross CA (2014). Stress-induced remodeling of the bacterial proteome. Curr Biol.

[10] Yuzawa H, Nagai H, Mori H, Yura T (1993). Heat induction of sigma 32 synthesis mediated by mRNA secondary structure: a primary step of the heat shock response in *Escherichia coli*. Nucleic Acids Res.

[11] Morita MT (1999). Translational induction of heat shock transcription factor sigma32: evidence for a built-in RNA thermosensor. Genes Dev.

[12] Morita MT, Kanemori M, Yanagi H, Yura T (2000). Dynamic interplay between antagonistic pathways controlling the sigma 32 level in *Escherichia coli*. Proc Natl Acad Sci USA.

[13] El-Samad H, Kurata H, Doyle JC, Gross CA, Khammash M (2005). Surviving heat shock: control strategies for robustness and performance. Proc Natl Acad Sci USA.

[14] Liberek K, Georgopoulos C (1993). Autoregulation of the *Escherichia coli* heat shock response by the DnaK and DnaJ heat shock proteins. Proc Natl Acad Sci USA.

[15] Gamer J (1996). A cycle of binding and release of the DnaK, DnaJ and GrpE chaperones regulates activity of the *Escherichia coli* heat shock transcription factor sigma32. EMBO J.

[16] Guisbert E, Herman C, Lu CZ, Gross CA (2004). A chaperone network controls the heat shock response in *E*. *coli*. Genes Dev.

[17] Herman C, Thevenet D, D’Ari R, Bouloc P (1995). Degradation of sigma 32, the heat shock regulator in *Escherichia coli*, is governed by HflB. Proc Natl Acad Sci USA.

[18] Blaszczak A, Georgopoulos C, Liberek K (1999). On the mechanism of FtsH-dependent degradation of the sigma 32 transcriptional regulator of *Escherichia coli* and the role of the Dnak chaperone machine. Mol Microbiol.

[19] Lim B (2013). Heat shock transcription factor sigma32 co-opts the signal recognition particle to regulate protein homeostasis in *E*. *coli*. PLoS Biol.

[20] Miyazaki R (2016). A Novel SRP Recognition Sequence in the Homeostatic Control Region of Heat Shock Transcription Factor sigma32. Sci Rep.

[21] Yeh CH (1997). Expression of a gene encoding a 16.9-kDa heat-shock protein, Oshsp16.9, in *Escherichia coli* enhances thermotolerance. Proc Natl Acad Sci USA.

[22] Soto A (1999). Heterologous expression of a plant small heat-shock protein enhances *Escherichia coli* viability under heat and cold stress. Plant Physiol.

[23] Jiang C (2009). A cytosolic class I small heat shock protein, RcHSP17.8, of Rosa chinensis confers resistance to a variety of stresses to *Escherichia coli*, yeast and Arabidopsis thaliana. Plant Cell Environ.

[24] Ezemaduka AN (2014). A small heat shock protein enables *Escherichia coli* to grow at a lethal temperature of 50 degrees C conceivably by maintaining cell envelope integrity. J Bacteriol.

[25] Zhang K (2015). A novel mechanism for small heat shock proteins to function as molecular chaperones. Sci Rep.

[26] Zhang X (2014). RcLEA, a late embryogenesis abundant protein gene isolated from Rosa chinensis, confers tolerance to *Escherichia coli* and Arabidopsis thaliana and stabilizes enzyme activity under diverse stresses. Plant Mol Biol.

[27] Fu XM, Zhu BT (2010). Human pancreas-specific protein disulfide-isomerase (PDIp) can function as a chaperone independently of its enzymatic activity by forming stable complexes with denatured substrate proteins. Biochem J.

[28] Liu ZB (2014). A novel membrane-bound E3 ubiquitin ligase enhances the thermal resistance in plants. Plant Biotechnol J.

[29] Saibil H (2013). Chaperone machines for protein folding, unfolding and disaggregation. Nat Rev Mol Cell Biol.

[30] Seo DH (2016). Motif of the Arabidopsis U-Box E3 Ligase PUB18 Is Critical for the Negative Regulation of ABA-Mediated Stomatal Movement and Determines Its Ubiquitination Specificity for Exocyst Subunit Exo70B1. Plant Cell.

[31] Parsell DA, Sauer RT (1989). Induction of a heat shock-like response by unfolded protein in *Escherichia coli*: dependence on protein level not protein degradation. Genes Dev.

[32] Kanemori M, Mori H, Yura T (1994). Induction of heat shock proteins by abnormal proteins results from stabilization and not increased synthesis of sigma 32 in *Escherichia coli*. J Bacteriol.

[33] Martinez-Yamout M, Legge GB, Zhang O, Wright PE, Dyson HJ (2000). Solution structure of the cysteine-rich domain of the *Escherichia coli* chaperone protein Dna. J. J Mol Biol.

[34] Burroughs AM, Iyer LM, Aravind L (2011). Functional diversification of the RING finger and other binuclear treble clef domains in prokaryotes and the early evolution of the ubiquitin system. Mol Biosyst.

[35] Perales-Calvo J, Muga A, Moro F (2010). Role of DnaJ G/F-rich domain in conformational recognition and binding of protein substrates. J Biol Chem.

[36] Rodriguez F (2008). Molecular basis for regulation of the heat shock transcription factor sigma32 by the DnaK and DnaJ chaperones. Mol Cell.

[37] Gragerov A (1992). Cooperation of GroEL/GroES and DnaK/DnaJ heat shock proteins in preventing protein misfolding in *Escherichia coli*. Proc Natl Acad Sci USA.

[38] Burton RE, Baker TA, Sauer RT (2005). Nucleotide-dependent substrate recognition by the AAA + HslUV protease. Nat Struct Mol Biol.

[39] Rudolph B, Gebendorfer KM, Buchner J, Winter J (2010). Evolution of *Escherichia coli* for growth at high temperatures. J Biol Chem.

[40] Linke K, Wolfram T, Bussemer J, Jakob U (2003). The roles of the two zinc binding sites in DnaJ. J Biol Chem.

[41] Shi YY, Tang W, Hao SF, Wang CC (2005). Contributions of cysteine residues in Zn2 to zinc fingers and thiol-disulfide oxidoreductase activities of chaperone DnaJ. Biochemistry.

[42] Perrody E (2012). A bacteriophage-encoded J-domain protein interacts with the DnaK/Hsp70 chaperone and stabilizes the heat-shock factor sigma32 of *Escherichia coli*. PLoS Genet.

[43] Ciccarelli FD (2006). Toward automatic reconstruction of a highly resolved tree of life. Science.

[44] Edgar RC (2004). MUSCLE: multiple sequence alignment with high accuracy and high throughput. Nucleic Acids Res.

[45] Stamatakis A (2014). RAxML version 8: a tool for phylogenetic analysis and post-analysis of large phylogenies. Bioinformatics.

[46] Kanehisa M, Sato Y, Kawashima M, Furumichi M, Tanabe M (2016). KEGG as a reference resource for gene and protein annotation. Nucleic Acids Res.

[47] Liu C (2013). Hyperosmotic response of streptococcus mutans: from microscopic physiology to transcriptomic profile. BMC Microbiol.

[48] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[49] Hong F (2006). RankProd: a bioconductor package for detecting differentially expressed genes in meta-analysis. Bioinformatics.

[50] Nonaka G, Blankschien M, Herman C, Gross CA, Rhodius VA (2006). Regulon and promoter analysis of the *E*. *coli* heat-shock factor, sigma32, reveals a multifaceted cellular response to heat stress. Genes Dev.

[51] Liu C (2015). Cell cycle control, DNA damage repair, and apoptosis-related pathways control pre-ameloblasts differentiation during tooth development. BMC Genomics.

[52] Liu C (2015). Streptococcus mutans copes with heat stress by multiple transcriptional regulons modulating virulence and energy metabolism. Sci Rep.

# Supplementary material for: A novel plant E3 ligase stabilizes Escherichia coli heat shock factor σ32
**Source:** Sci Rep. 2017 Jun 22;7:4045. doi: 10.1038/s41598-017-03056-6
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**A novel plant E3 ligase stabilizes *Escherichia coli* heat shock factor σ32**

Yulong Niu1, Xibing Xu1, Chengcheng Liu2, Tao Wang1, Ke Liang1, Jianmei Wang1, Zhibin Liu1, Xufeng Li1, Yi Yang1

6 Supplementary figures

**Supplementary Methods**

**Bacterial viability assays**

To monitor the growth of *E. coli* Rosetta (DE3) cells transformed with pET-28a or pET-28a-*BnTR1*, overnight cell cultures were diluted 1,000-fold and used to inoculate fresh LB broth containing 50 μg ml-1 kanamycin at 37°C. IPTG was added to mid-logarithmic phase cultures (OD600 = 0.5~0.6) at a final concentration of 0.1 mM. After induction for 1 hour, cultures were transferred and incubated at 37°C and 42°C. The same procedure was applied to *E. coli* C600 cells transformed with pBAD24, pBAD24-*BnTR1* or *BnTR1* mutants, except that the LB broth contained 100 μg ml-1 ampicillin with or without 0.1% L-arabinose and the cells were cultured at 30°C. Growth curves were generated by monitoring the optical density of cultures at 600 nm every 30 or 60 min.

To measure thermotolerance of *E. coli* Rosetta cells, mid-logarithmic phase (OD600nm=0.6) bacterial cultures were induced with 0.1 mM IPTG at 37°C for 1 hour. After induction, the cultures were diluted 10,000-fold and 1ml of each culture was transferred to 48.8°C for 0, 15, 30, 45, and 60 min. Each culture (100 μL) was then plated onto LB agar plates supplemented with 50 μg ml-1 kanamycin. The viable cells were counted after 12 hours incubation at 37°C.

**Bacterial two-hybrid assays**

Two-hybrid assays were performed using the BacterioMatchII two-hybrid system (Stratagene). Specifically, *BnTR1* was cloned into pBT as bait. *dnaK* and *rpoH* were inserted into the pTRG target plasmid as preys. The reporter cells were co-transformed with the corresponding plasmids and incubated at 37°C for 24 hours. Positive interactions were determined by growth on M9+ His-dropout broth with tetracycline/chloramphenicol and confirmed by growth in dual selective screening medium (5 mM 3-AT, 12.5 μg ml-1 streptomycin).

**Recombinant protein expression and purification**

For protein expression, overnight cultures were diluted 1:100 and grown to mid-exponential phase (OD600nm = 0.6). The cells were induced with 0.2 mM IPTG overnight at 16°C. Culture pellets were harvested (7,000 rpm, 10 min) and re-suspended in 20 ml lysis buffer (50 mM NaH2PO4, pH 8.0, 300 mM NaCl, 10 mM Imidazole) with 1 mg ml-1 lysozyme. Suspensions were kept on ice for 30 min and supplemented with Protease Inhibitor (Roche) before sonication. Finally, samples were collected by centrifugation, and proteins were purified using a Protein Purification Kit (Qiagen). Briefly, nickel nitrilotriacetic acid superflow was used under native conditions for protein purification. Lysis buffers supplemented with 20 mM imidazole and 250 mM imidazole were used as washing and elution buffer, respectively. Protein purity was assessed using sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and Coomassie staining after ultrafiltration using buffer (50 mM NaH2PO4, pH 8.0, and 300 mM NaCl) plus 5% [glycerol](app:ds:glycerol) and storage at -80°C. Purified DnaK, DnaJ and GrpE were commercially obtained (Enzo Life Sciences, Inc.).

***In vitro* assay of E3 ubiquitin ligase activity**

Purified BnTR1 or mutant forms (4 μg) from the supernatant of whole-cell extracts was incubated 2 μg with E1 (UBE1) (Boston Biochem), 4 μg E2 (UBCh5b) (Boston Biochem), and 2 μg His6-Ubiquitin (Boston Biochem) in the 20 μl reaction buffer (50 mM Tris-HCl pH 7.5, 2.5 mM MgCl2, 1 mM dithiothreitol, 1 mM ATP) at 30°C for 2h1. The reactions were terminated with SDS buffer plus β-mercaptoethanol and processed for 12% SDS-PAGE. Western blotting experiments were performed using the anti-His antibody to detect ubiquitin.

**Co-IP assays**

Purified BnTR1 and mutant forms (5 μg) was incubated with DnaK (1 μg) or His-σ32 (1 μg) in 50 mM Tris-HCl buffer, pH 7.5 supplemented with 0.15 M NaCl, 1 mM ATP and 1 mM DTT. The control group was set without DnaK or σ32 proteins in the reaction system. After incubation for 30 minutes at 30°C, the samples were incubated with 1 ug DnaK or σ32 antibody on ice for 1 hour. Samples used for immunoprecipitation with 20 μl protein A/G plus-agarose (Santa Cruz) was added. After incubation, the agarose beads were washed with 5 ml TBS buffer (50 mM Tris-HCl buffer, pH 7.5, and 0.15 M NaCl) and subjected to western blotting.

**RNA extraction and *q*RT-PCR**

For RNA extraction, *E. coli* Rosetta cells transformed with pET-28a, pET-28a-*BnTR1* (OD600nm = 0.6), or pET-28a-*PUB18* (OD600nm = 0.6) were induced with 0.1 mM IPTG at 37°C for 1 hour. Then the pET-28a and pET-28a-*BnTR1* cells were transferred and incubated at 37°C and 42°C for 1 hour, respectively. The pET-28a and pET-28a-*PUB18* cells were incubated at 37°C for 1 hour. Collected cells were lysed using Trizol (Invitrogen), and total RNA was isolated using phenol-chloroform and precipitated with ice cold isopropanol. Then the precipitations were further washed with 70% ethanol and dissolved in RNase-free water. Genomic DNA was removed using RNase-free DNase I. RNA samples were further purified using RNeasy Mini Kits (Qiagen) as previously study2. RNA concentration and quality were determined using A Nanodrop ND 1000 spectrophotometer (Thermo Fisher Scientific, Pittsburgh, PA, USA) and [agarose gel electrophoresis](https://www.baidu.com/link?url=SEoBrhtqJIgpHOaz-Swk2ewLL-hjo2d3zHQMPx3AzQ-sG4cYWJJ3HZxBcb_b-gJFheoLpD6HqeeDrwuLY13b1R8PR3Dsx_OA-NPU2EpAtCun71UfQ_CpDZaKBqbOkzyRI1UcGn3K6inFfUBuWYssF_&wd=&eqid=9d7166480000e1050000000555c04739). The isolated RNA was stored at −80°C before use.

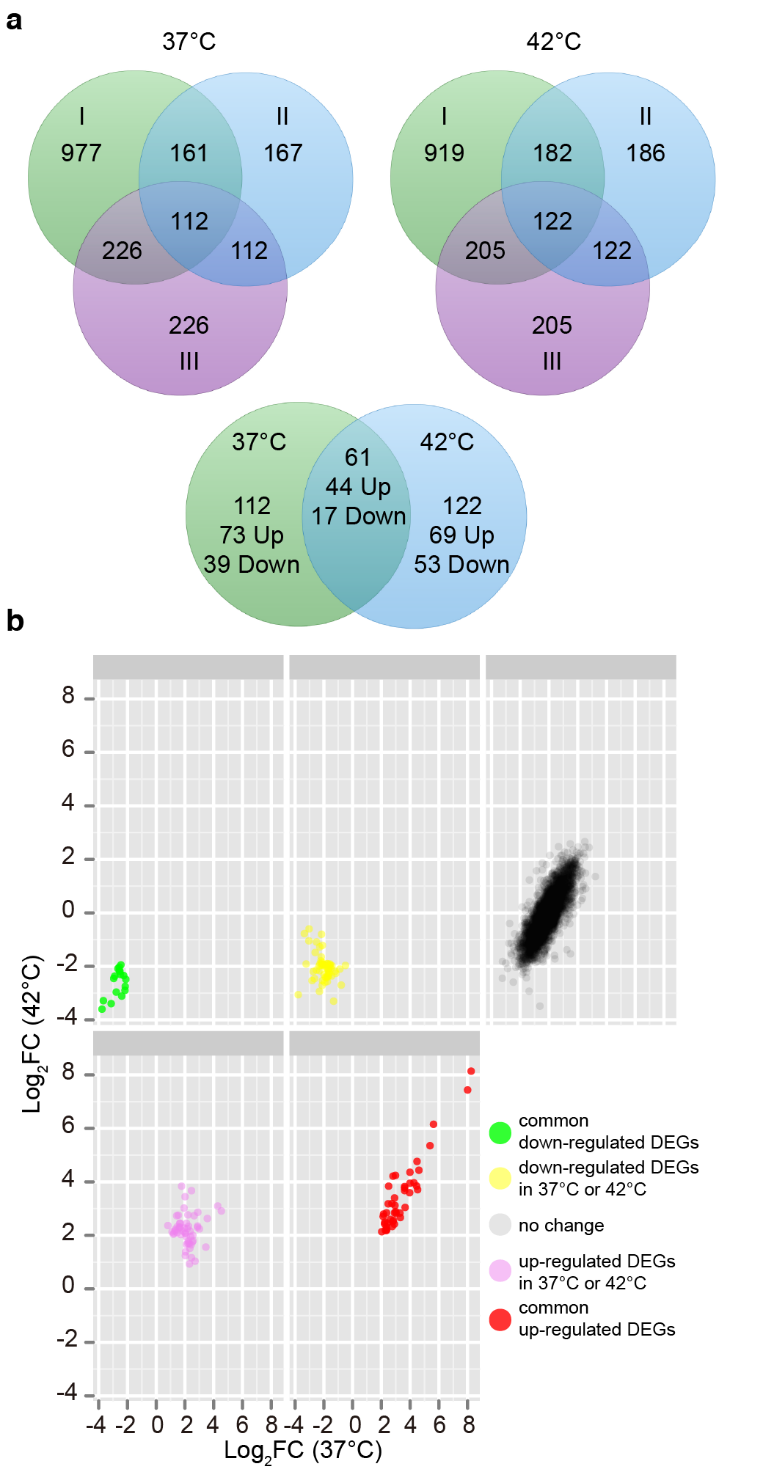

**Supplementary figure 1:** (**a**)The numbers of DEGs at 37°C and 42°C selected using different methods (top). The methods include I (Student’s *t*-test, Mann-Whitney *U*-test and fold-changes), II (Rank Product) and II (Limma). The common DEGs are shown at the bottom. (**b**)Distribution of DEGs at 37°C and 42°C.

**
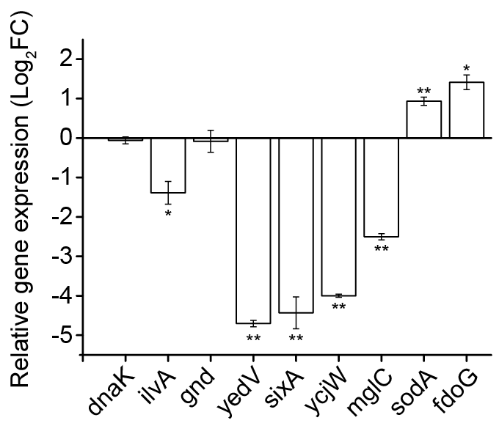
**

**Supplementary figure 2:** Comparison of transcription levels of selected genes from *E. coli* cells expressing pET-28a and pET-28a-*PUB18* at 37°C by *q*RT-PCR. The two-tailed Student’s *t*-test was applied for the comparison (**p*-value < 0.05 and ***p*-value < 0.001). The data are presented as means ± s.d. of three independent experiments.

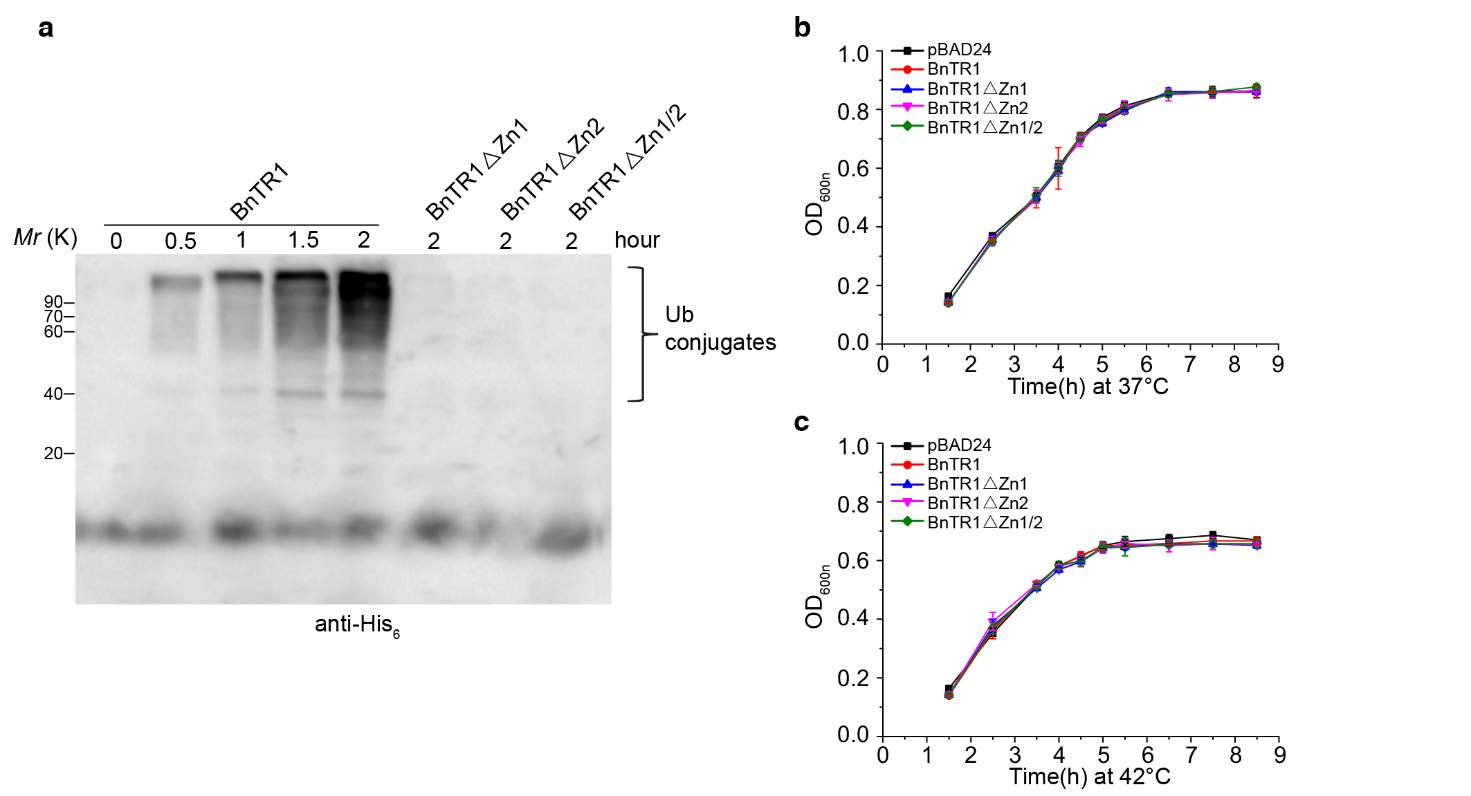

**Supplementary figure 3:** (**a**) *In vitro* E3 ubiquitin ligase activity of BnTR1 and mutant forms that extracted and purified from the supernatants of the cell lysate. Ubiquitin (Ub) conjugates bonds were detected by the anti-His6 for Ub. Growth curves of *E. coli* C600 cells harbouring BnTR1 mutations in the absence of L-arabinose at 37°C (**b**) and 42°C (**c**). The data are presented as means ± s.d. of three independent experiments. Full-length blots are presented in Supplementary Figure 6.

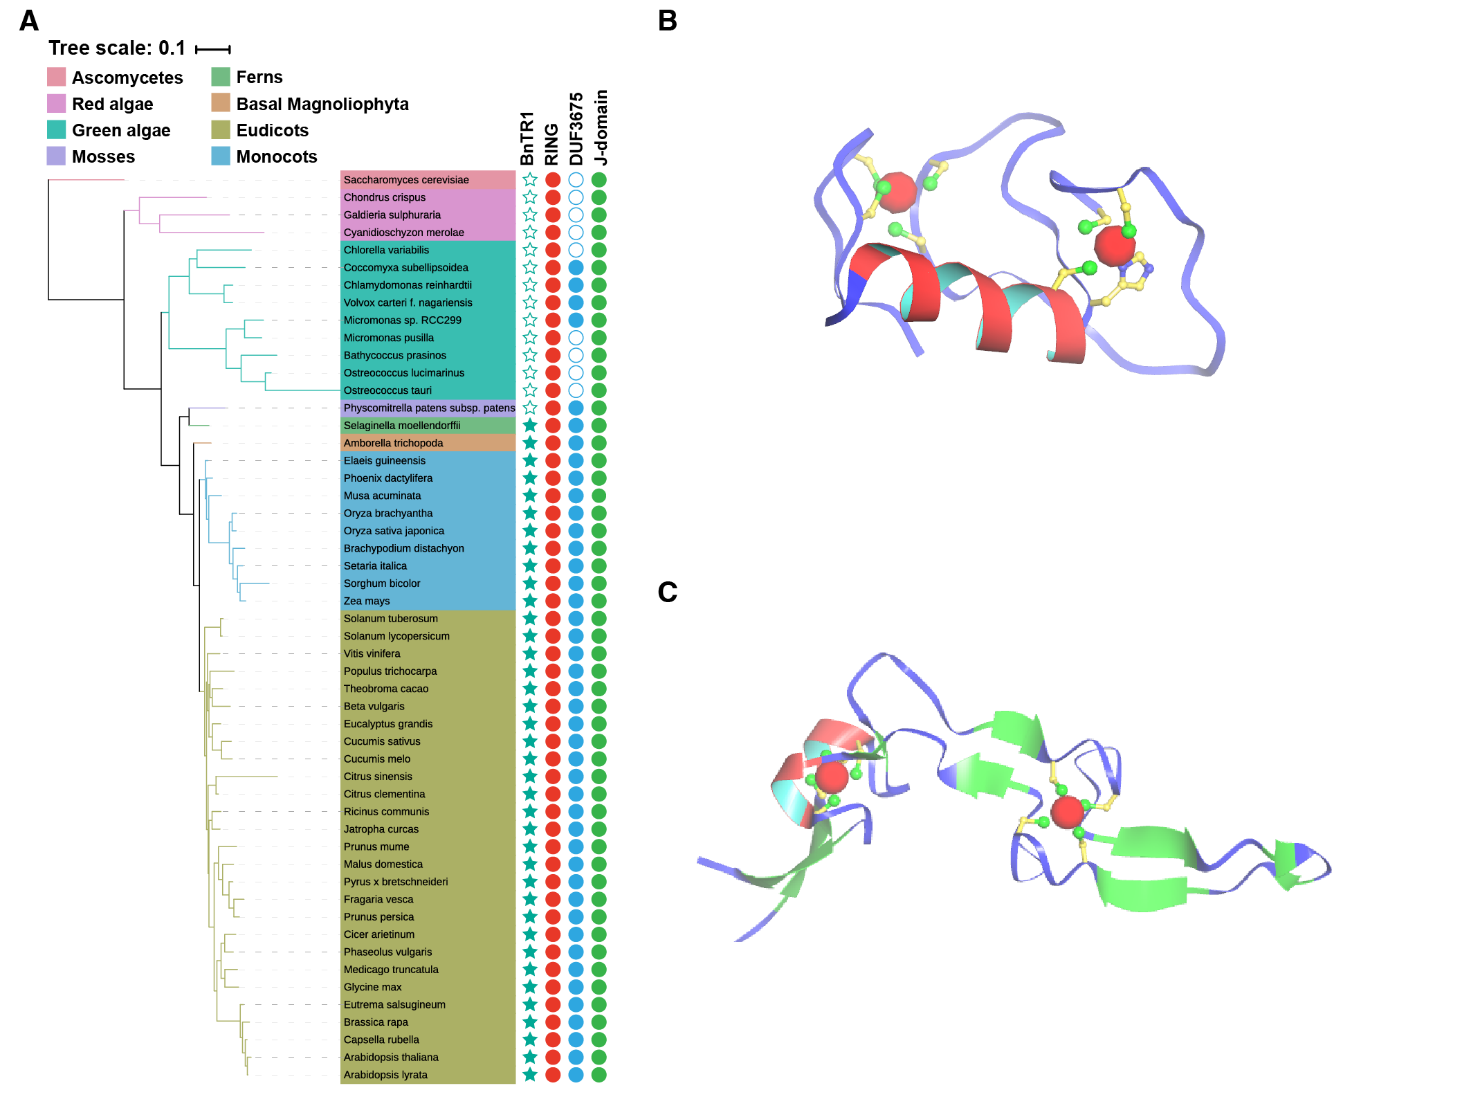

**Supplementary figure 4:** (**a**) A reconstructed phylogenetic tree of *Plantae* mapped with the presence (filled shapes) and absence (empty shapes) of full-length BnTR1, RING domain, DUF3675 domain and J-domain. (**b**)and(**c**) Ribbon diagrams of zinc fingers coloured with secondary structures in BnTR1 and DnaJ. The zinc ions are represented as balls coordinated with the corresponding amino acid residues. The zinc figure domain of BnTR1 was modelled using SWISS-MODEL3, and the DnaJ zinc finger was retrieved from Martinez-Yamout *et al.*4.

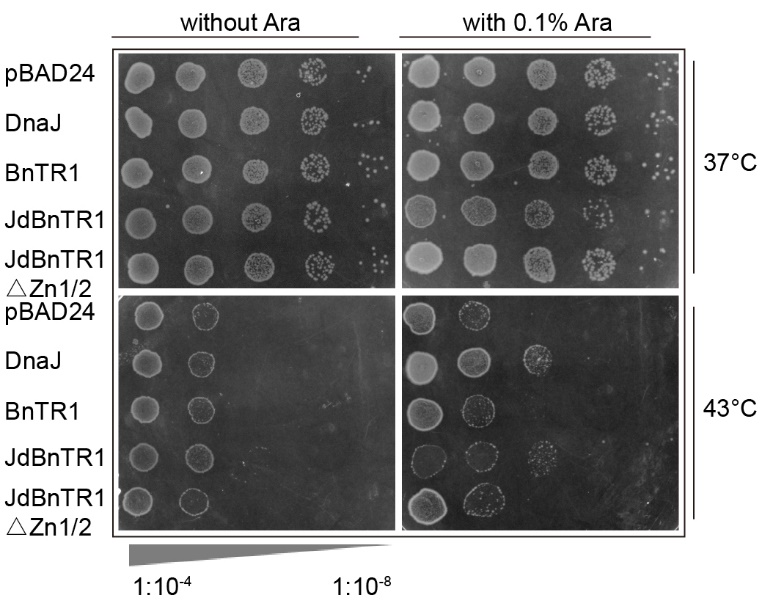

**Supplementary figure 5:** Complementation of temperature sensitive *E. coli* stains expressing pBAD24 DnaJ, BnTR1, JdBnTR1, and JdBnTR1 mutants in the presence of 0.1% L-arabinose inducer.

**Supplementary figure 6:** Full-length blots.

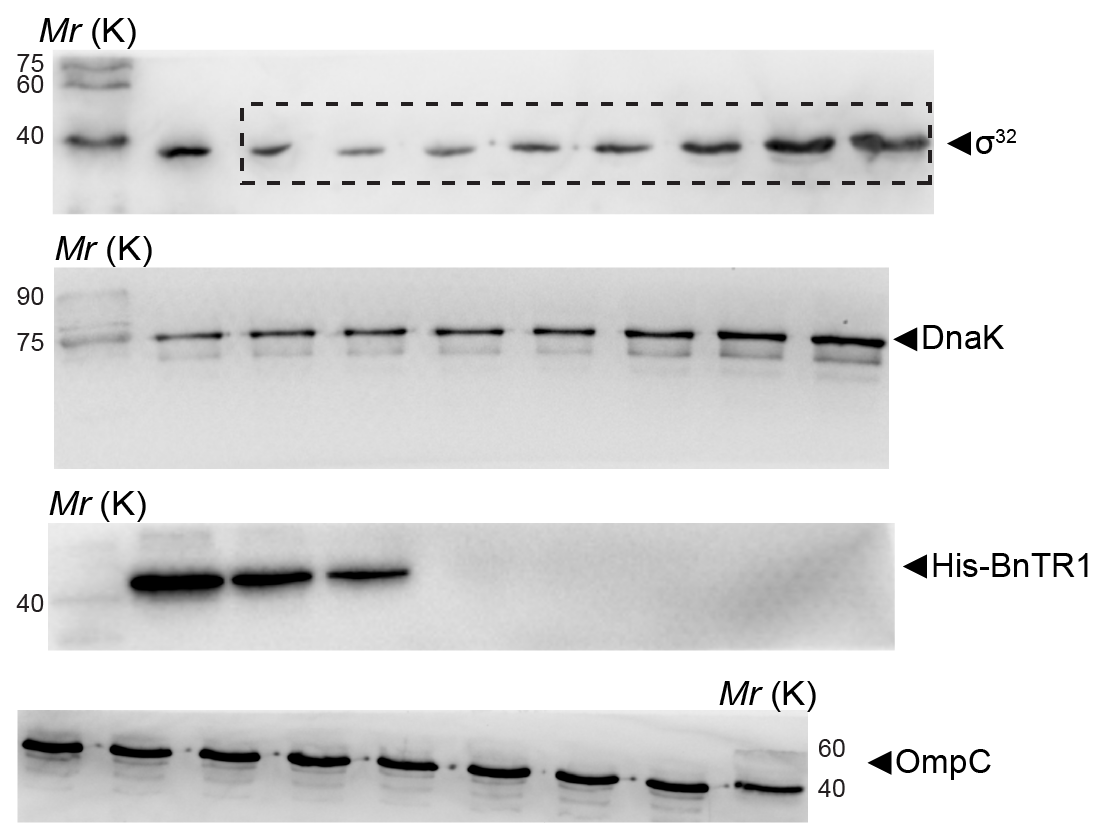
Full-length blots from Figure 2c

Full-length blots from
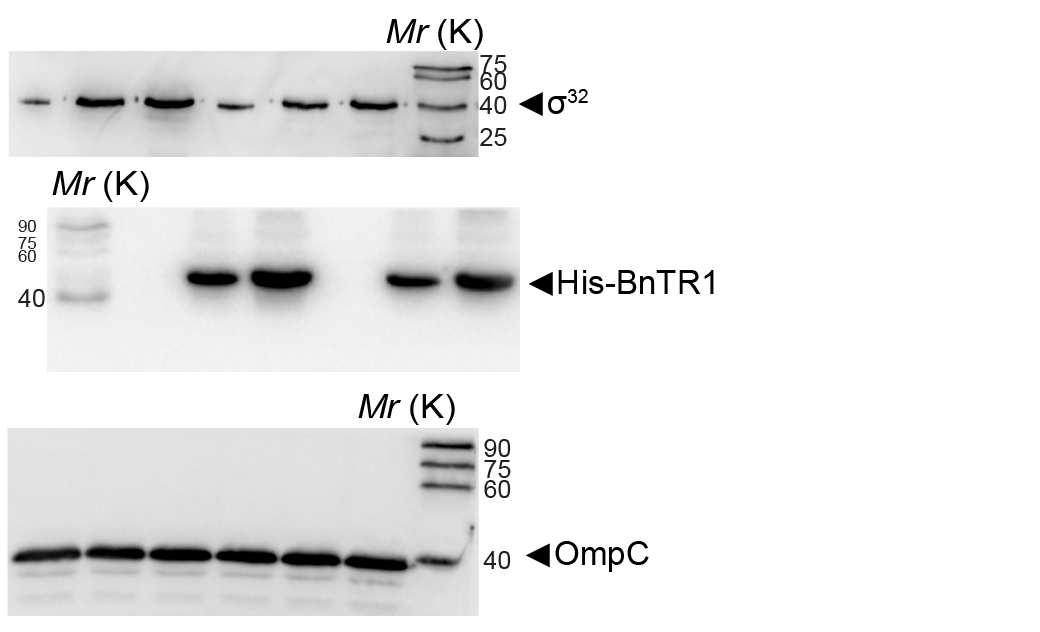
Figure 2d

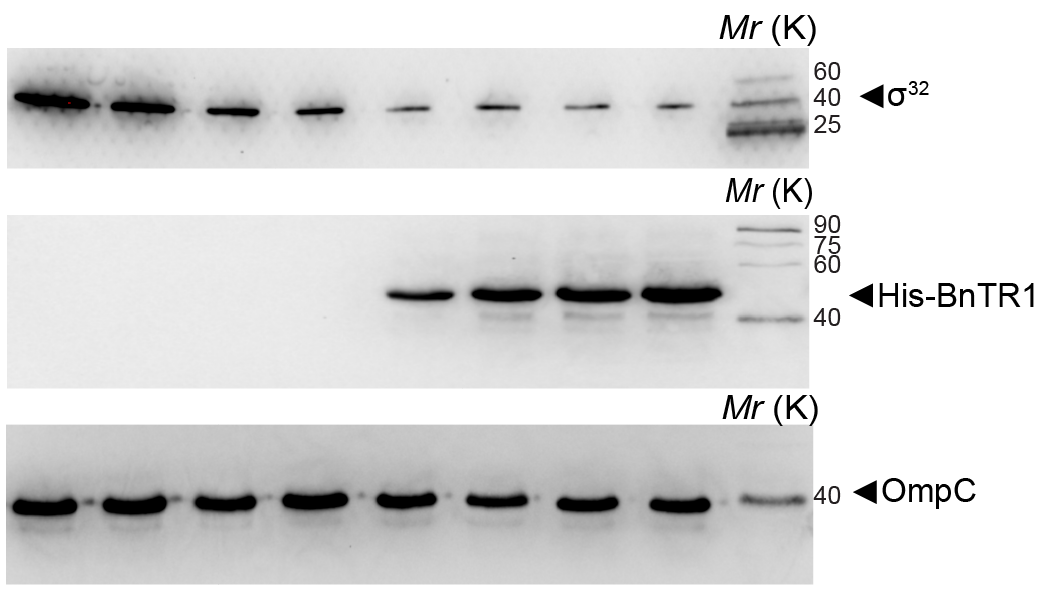
Full-length blots from Figure 2e

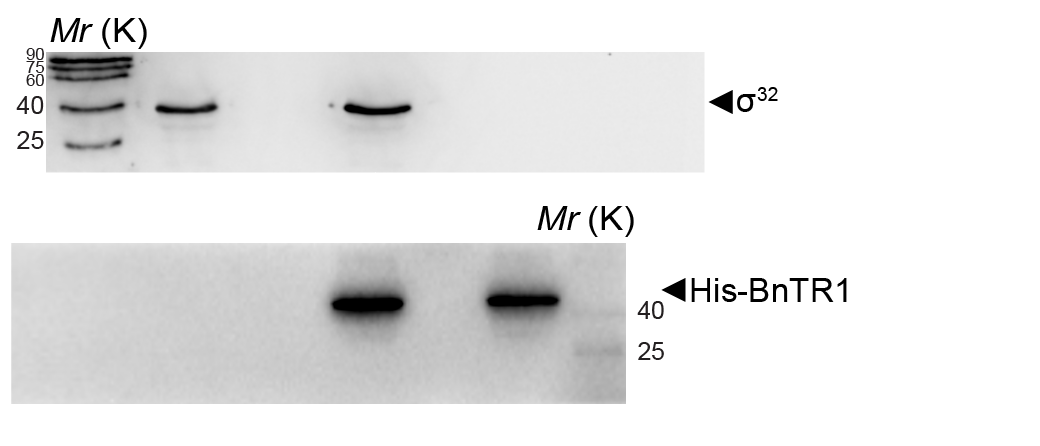
Full-length blots from Figure 2f

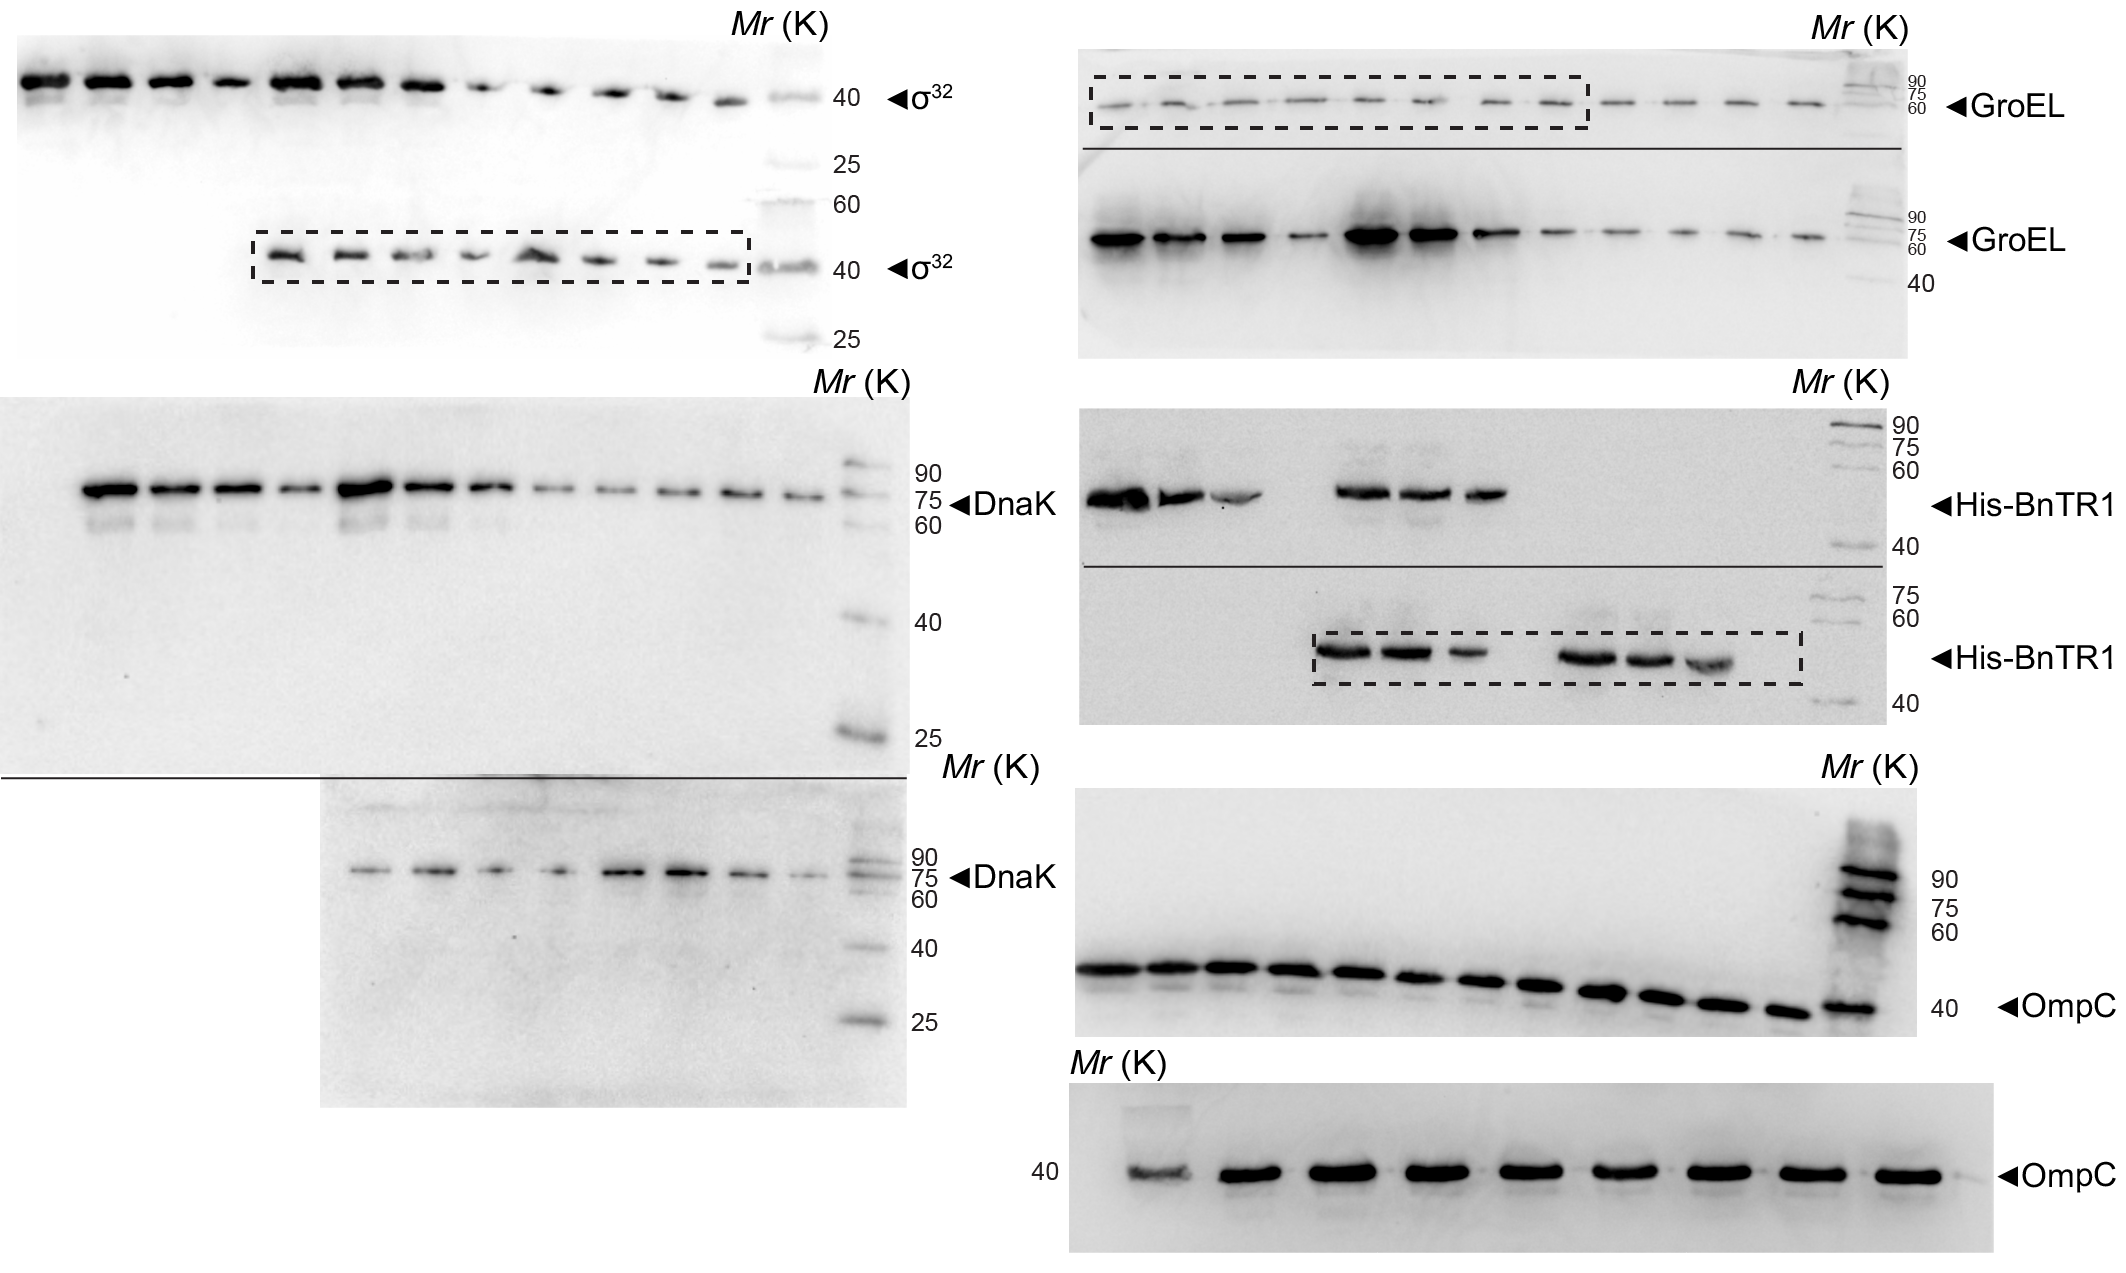
Full-length blots from Figure 3b

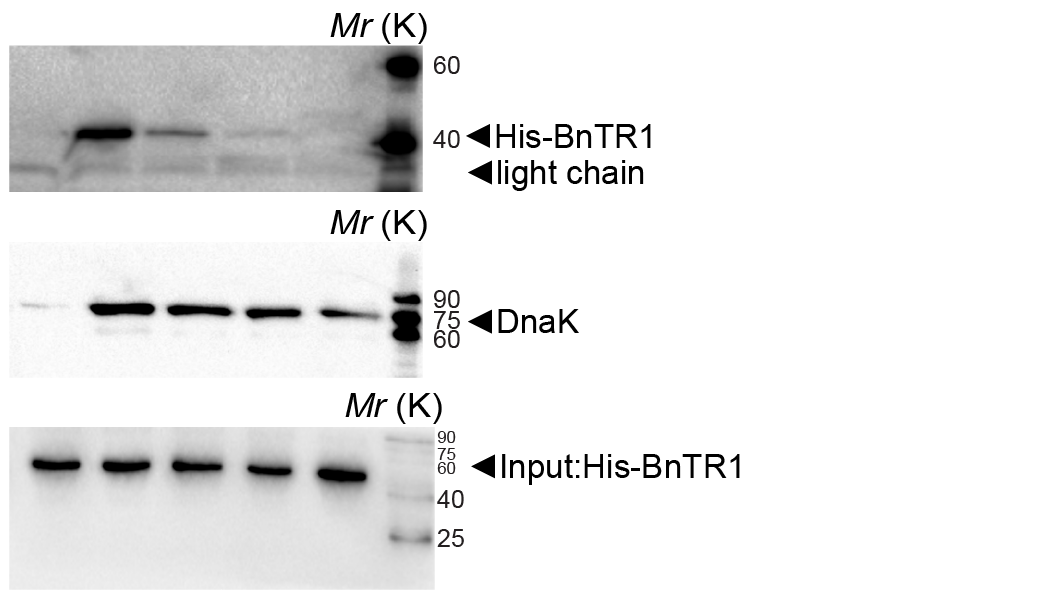
Full-length blots from Figure 4c

Full-length blots
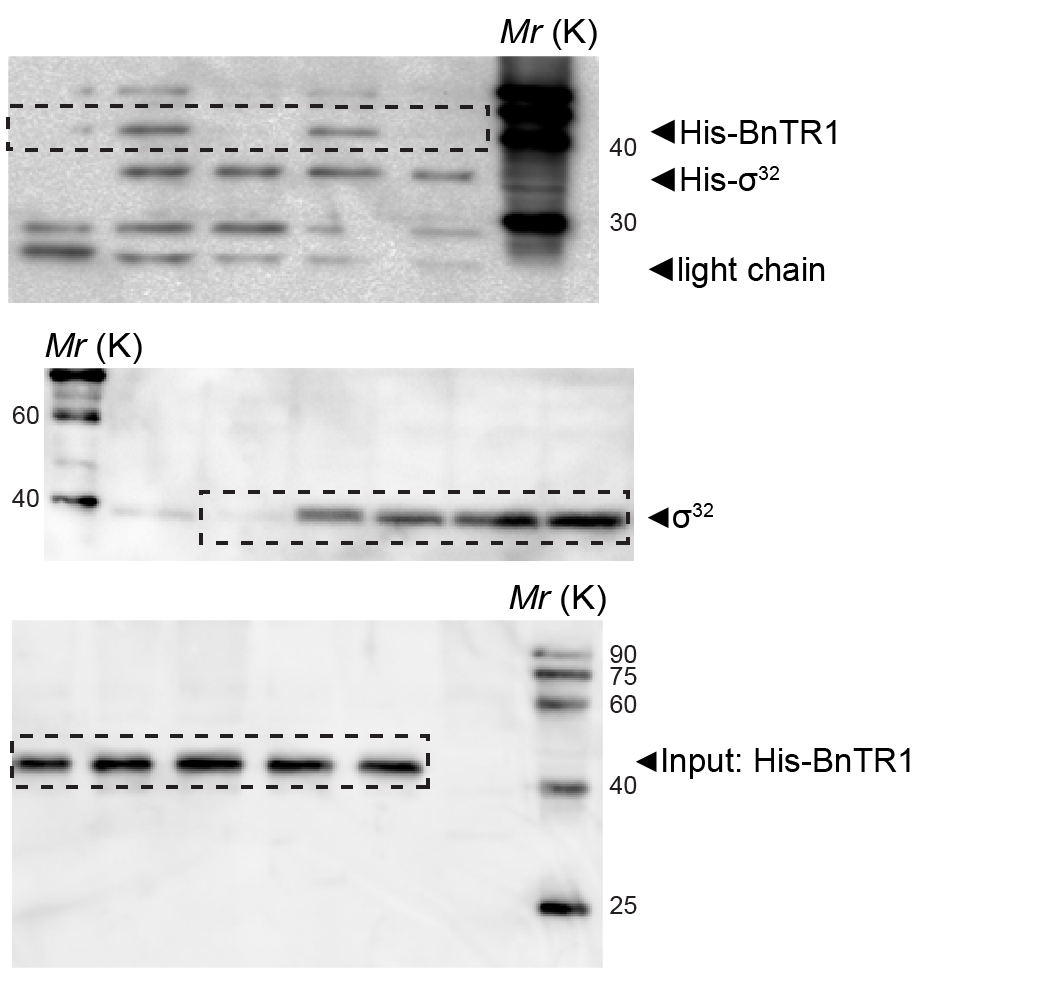
from Figure 4e

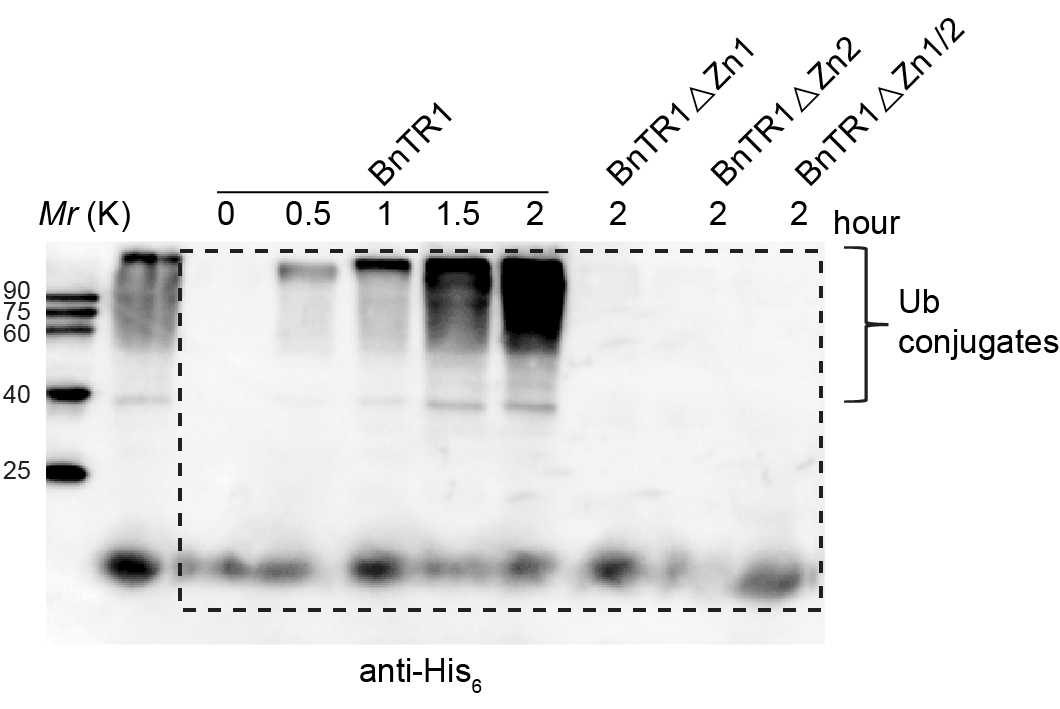
Full-length blots from Supplementary figure 3a

**References:**

1. Lu D, *et al.* Direct ubiquitination of pattern recognition receptor FLS2 attenuates plant innate immunity. *Science* **332**, 1439-1442 (2011).
2. Liu C, *et al.* Streptococcus mutans copes with heat stress by multiple transcriptional regulons modulating virulence and energy metabolism. *Sci Rep* **5**, 12929 (2015).
3. Martinez-Yamout M, Legge GB, Zhang O, Wright PE, Dyson HJ. Solution structure of the cysteine-rich domain of the Escherichia coli chaperone protein DnaJ. *J Mol Biol* **300**, 805-818 (2000).
4. Biasini M *et al*. SWISS-MODEL: modelling protein tertiary and quaternary structure using evolutionary information. *Nucleic Acids Res.* **42**(Web Server issue), W252-8 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

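RNA of *E. coli* Rosetta (DE3) cells with pET-28a or pET-28a-*BnTR1*, kept at 37 °C or 42 °C, was hybridized to 12 one-colour Agilent arrays, 3 per group. Conditions and replicate numbers were taken from the labels of the samples. One free-text label of a pET-*BnTR1* sample at 42 °C names the other temperature, and its other labels and the paper place it at 42 °C.

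The authors deposited the scanner output of each array, made with Feature Extraction version 10.5.1.1, in which the intensity of each spot is given as mean and median brightness, local background and a processed signal that is background subtracted and detrended within the array. The authors also deposited a series table of log2 values, which the scanner files show to be the median signal minus the local background, quantile normalized over all spots. It served as an alternative.

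From the deposited intensities, quantile normalization over the 11494 non-control spots was computed here. Outlier-flagged spots were left out, and the mean intensity over a gene's spots and probes was taken before log2. Of the 4209 genes, 24 had more than 1 probe and 10 had no value on some array. Probes of other strains, 7007 spots, were left out of the comparisons of genes, as were 52 K-12 spots listed by another identifier, whose b-number stands only in their description and among which is *yidD*. Gene symbols came from a reference table that matched 4052 of the 4209 b-numbers, and the array's own name was kept otherwise. The build behind the array's coordinates is not named in the files, and no coordinates are given.

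One limma model (version 3.58.1, R 4.3.3) of 4 group means was fitted to the 12 arrays, with Benjamini-Hochberg adjustment, an adjusted p under 0.05 and at least 2-fold change, and for the interaction no minimum fold. Gene groups were tested with camera, at a preset correlation of 0.01, and with fry. The rank product used 1000 permutations. Exact permutation tests were two-sided. Figures were drawn with matplotlib 3.10.9.

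The steps were tested on simulated data for pET-*BnTR1* against pET at 37 °C, with 4199 genes of which 200 were changed 4-fold. Limma called 184 of the changed genes and 4 unchanged ones, the interaction 168 and 13, the rank product 182 changed genes, and the *t*-test of the methods 147. A trend on the GC content of the probe, planted on the pET-*BnTR1* arrays, led to calls of 1721 unchanged genes, which were 8 after the trend was removed with a natural spline. A local regression used first for this step gave no usable fit, because most probes share one GC content, and was replaced after its output was seen.

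Apart from *polB* and *fkpA*, which were singled out after their values were seen, and *yidD*, the genes named in the text were chosen by a rule set before the data were examined: the 14 HSPs, the genes the paper names for the arrays or its *q*RT-PCR, *grpE*, genes of regulators of σ32 and of other σ factors, and for each comparison the 3 largest rises and 3 largest falls among called genes whose arrays of one group lay beyond those of the other. Of 34 genes fixed in this way, 27 were called at each temperature when adjusted over the list alone, and 27 over all genes. Since the study chose many of them on these samples, the first is not independent evidence. Lists of SOS and sigma E genes were written from general knowledge, after the largest changes had been seen and before the lists were tested.

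The alternatives were the 75th percentile in place of quantile normalization, a normexp background correction with an offset of 50, the mean of log2 values over probes, removal of dim probes, normalization over K-12 probes alone, the deposited series table, the slide or the replicate number as a block, each array left out, the 6 arrays of one temperature alone, no minimum fold, and the tests the paper names. Settings added after the data were seen were no scaling between arrays, the slide with replicates 2 and 3 alone, and limma with the fold minimum inside its test. A change of sign was counted as a reversal only where the gene was called in at least one of the settings. The rules by which some explanations were judged were also set or changed after their values were seen, as the closing section states. The *q*RT-PCR, the blots and the cells expressing PUB18 were not analysed here.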

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

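The tests of slides, of background, of the share of a few genes and of scaling for the interaction were chosen after the results were seen. The tests of trends, of the slide for the cytochrome genes and of names shared between strains were set before their results were seen.

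The change with BnTR1 differed between 37 °C and 42 °C for 144 genes by limma's interaction term, 89 more positive and 55 more negative at 42 °C, among them *hmp* (b2552), which rose by a log2 fold change of 1.90 at 37 °C and 3.98 at 42 °C (interaction 2.08, adjusted p = 0.00124). Of 100 splits of the arrays between the temperatures within each vector, 2 gave as many genes, the real one included, so chance can be excluded at that level. The other such split gave 513 genes and exchanges all pET-*BnTR1* arrays between the temperatures. It follows temperature and no slide, and turns the interaction into the sum of the temperature effects. Leaving out any of 10 of the 12 arrays moved the count by over 1.5 times, to between 25 genes, without pET-*BnTR1* 42 °C replicate 3, and 256, without pET-*BnTR1* 42 °C replicate 1. The arrays of the slide with all groups alone called 785 genes, which argues against the slide as the source. Of the 144 genes, 27 remained with the 75th percentile, as scaling between arrays would need. A difference in scaling therefore stays open for most of these genes, next to a response to BnTR1 that varies with temperature.

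Of 6392 probes designed for other *E. coli* strains, which the paper left out, 762 were called between pET-*BnTR1* and pET cells at 37 °C, 362 higher and 400 lower, 553 were called at 42 °C and 395 at both temperatures in the same direction. Hybridization of transcripts of genes shared with K-12 is a candidate source. Over 992 such probes well above background whose name equals that of a K-12 gene, their log2 fold changes had a Pearson r of 0.861 with those of the K-12 genes, across probes, which are not independent replicates. Of the 7007 spots, 47 carry a sequence identical to a K-12 probe. The probes of K-12 and of the other strains were not compared with the genome of Rosetta (DE3). Which of them match genes of that strain is therefore not known here. No biological explanation was tested.

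The 18 genes of cytochrome bo and NADH dehydrogenase, named *cyo* and *nuo*, which the paper does not discuss, had a median log2 fold change of 1.76 at 37 °C and 1.81 at 42 °C (camera adjusted p = 1.66e-10 at both), and all 18 were higher. Their median was still at least 1.84 once a trend on the GC content of the probe was removed, at least 1.76 once a trend on signal was removed, and at least 1.55 on the slide with all groups alone. These values argue against GC content, signal and slide as the whole source. Relative to the median gene, the group's median ranged from 1.86 to 2.48 at 37 °C and from 1.72 to 2.40 at 42 °C over 8 alternatives of background, scaling, probe handling and block set beforehand, with camera adjusted p-values up to 2.51e-09 and 2.58e-09. With its preset correlation of 0.01, camera gives p-values that are too low for groups whose genes vary together more than that. The calls also hold under fry (adjusted p = 1.32e-05 and 1.19e-05). A response of these genes to BnTR1 may remain, as a hypothesis found and tested on the same arrays. The 8 genes of histidine synthesis, *hisA* to *hisI*, were also all higher, with a median of 1.63 at 37 °C and 1.24 at 42 °C (camera adjusted p = 6.22e-06 and 5.75e-05). Relative to the median gene, their median ranged from 1.66 to 2.23 at 37 °C and from 1.25 to 1.75 at 42 °C over the same alternatives, with camera adjusted p-values up to 4.83e-05 and 0.000105, and fry gave 5.26e-06 and 1.13e-05. No test of GC content, signal or slide was planned for these genes, and a biological source was not tested.

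Between 42 °C and 37 °C in pET cells, 93 genes were called, a comparison that the paper does not report. The slide with all groups alone called 120 genes, which argues against the slide as the source. The real split was the largest of 10 possible splits (1 of 10), and likewise in pET-*BnTR1* cells (1 of 10). With 3 arrays against 3 no split can give less, so these counts by themselves cannot exclude chance. By limma, with the spread of all 12 arrays, 484 genes passed the adjusted p without the fold-change cut-off in pET cells, and *bhsA* had the largest rise in both vectors (3.04 and 3.13), which share no array. These values argue against chance. Culture temperature stays open as the biological source.

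The pET-*BnTR1* arrays were dimmer, the brightest of them with a median processed signal of 662, below every pET array. Within the slide with all groups the difference was as large as any split allows (exact permutation test, p = 0.0286), which argues against the slide. The negative controls differed there by a ratio of 0.991, while the median K-12 signal differed by a ratio of 0.37, which argues against the background. The 50 brightest genes took between 38.0% and 47.1% of the summed K-12 signal on pET-*BnTR1* arrays and between 23.8% and 31.0% on pET arrays. Over all 12 arrays, the summed signal was lower on the pET-*BnTR1* arrays, by a ratio of 0.474 (two-sided exact permutation test, p = 0.0281). On the slide of 3 arrays it was 23204300 on the pET array and 3561180 and 4860300 on the pET-*BnTR1* arrays, too few to test. Within the slide with all groups, the ratio was 0.754 (exact permutation test, p = 0.371), with 0.479 at 37 °C and 1.19 at 42 °C. The total was thus lower over all arrays but not at 42 °C within the slide with all groups, so whether a few genes took up the signal of the others cannot be told apart from a lower total. Less RNA or less labelled RNA on these arrays, and less mRNA per cell, were not measured and stay open.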

How the results depend on the processing

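The settings without scaling between arrays, with the slide of replicates 2 and 3 alone, and with limma's fold minimum inside the test were chosen after the data were seen. The others were set before the data were examined.

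PC1 held 64.0% of the variance with the 75th percentile in place of quantile normalization, 68.3% with normexp, 65.0% with dim probes removed, 66.6% with the slide block, 66.2% on the one slide, 86.0% without scaling and 47.2% with genes scaled to unit variance. PC2 held 10.1% with normexp, 5.86% without scaling, 15.3% on the one slide and 15.6% with unit variance. Temperature made up 48.2% of PC2 with normexp and 65.9% with the slide block. It made up 57.6% on the one slide, 28.2% with the 75th percentile and 28.5% with unit variance. With each array left out it was between 0.383% and 64.7%, the highest without pET-*BnTR1* 37 °C replicate 1. Removing slide means fixes the replicate comparison on PC2, so it was not repeated there.

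The counts of genes changed by BnTR1 were within 1.5 times the main counts at both temperatures under the other backgrounds, scalings and blocks set beforehand, apart from the choice of test. With no minimum fold they were 2181 and 2057. The rank product gave 169 and 168, and the intersection of the methods 137 and 156. The *U*-test called 0 genes by its exact form with either adjustment, because 3 arrays against 3 allow no smaller p than 0.1, and so did the intersection that holds it. By its normal approximation, whose smallest p was 0.0495, it called 0 genes with Benjamini-Hochberg, while the *t*-test at an unadjusted threshold called 1026 and 975. Limma with the fold minimum inside the test, on 6 arrays, gave 302 and 240, and 281 and 258 on the series table. Without scaling, 3269 genes (28 higher and 3241 lower) and 2184 genes (52 higher and 2132 lower) were called, and 2142 (26 higher and 2116 lower) at both temperatures. The median gene then shifted by -2.48 at 37 °C and -1.56 at 42 °C, against -0.14 and -0.090 with quantile normalization and 0.020 and 0.019 with the 75th percentile, so the lower calls follow the dimmer arrays by construction. The share of higher genes also moved with the 75th percentile, to 935 higher and 623 lower at 37 °C and 757 and 442 at 42 °C, against 467 and 629, and 485 and 507, with quantile normalization. For the genes common to both temperatures, 582 were then higher and 336 lower, against 325 and 355.

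Without scaling, 1 gene, lower, was called between temperatures in pET cells, 7 in pET-*BnTR1* cells (6 higher and 1 lower) and 0 for the interaction. The genes of Tables S1 and S3 called in the same direction fell to 62 and 36, and the regulon genes called higher at both temperatures to 16. *rpoN* at 37 °C changed sign to -1.68, from a value that was not called. The cause was not tested beyond the shift of all genes.

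Between temperatures, 154 genes (61 higher and 93 lower) were called in pET-*BnTR1* cells with the 75th percentile, against 51 and 42 with quantile normalization, and 100 (26 and 74) in pET cells, against 42 and 51. The one slide gave 58 higher and 77 lower in pET-*BnTR1* cells. In pET cells 157 genes were called with the slide block, and with arrays left out between 48, without pET-*BnTR1* 42 °C replicate 2, and 114 in pET-*BnTR1* cells and between 75 and 137 in pET cells. The interaction gave 28 genes with the 75th percentile, 490 with the slide block, 785 on the one slide, and 25 to 256 with arrays left out. The causes were not tested.

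The fold of DnaK/DnaJ was 33.4 with the 75th percentile and 8.15 without scaling, that of GroEL/GroES 45.6 and 11.1, and that of HslU/HslV 51.1 and 12.5, and 24.6 on the one slide. With arrays left out, HslU/HslV ranged from 24.9 to 28.8. The correlation of the log2 fold changes at the 2 temperatures ranged from 0.79, without pET-*BnTR1* 42 °C replicate 1, to 0.86. All 14 HSPs were called at both temperatures with each array left out.

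*rpoH* passed the 2-fold cut-off with the 75th percentile (1.12 and 1.29), and at 42 °C with the slide block (1.08), on the one slide (1.14) and without replicate 1 or 2 of pET cells or replicate 1 of pET-*BnTR1* cells at 42 °C, the range with arrays left out being 0.81 to 1.06. At 37 °C that range was 0.70 to 0.87, and the one slide gave 0.66 (limma adjusted p = 0.0114). Its adjusted p was between 0.000645 and 0.00337 at 42 °C over the arrays left out. Over 8 alternatives of background, scaling, probe handling and block, its log2 fold change was 0.71 to 1.12 at 37 °C (adjusted p = 0.000724 to 0.00399) and 0.93 to 1.29 at 42 °C (adjusted p = 0.000255 to 0.00148).

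Pairing by replicate number was taken to need a correlation over 0.1 between the deviations of every same-numbered pair of arrays, and was not met. The correlations lay between -0.19 and 0.74 with a median of 0.26, and 12 of 18 were over 0.1, against a median of -0.18 and 8 of 36 for arrays of different numbers. The numbers therefore share something in part, and replicate 1 lies on other slides than the rest. With the replicate block, the interaction gave 226 genes, and cobalamin synthesis genes at 37 °C no longer passed camera (adjusted p = 0.0581).

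Signal over background limits the dimmest genes, such as *fliA*, for which no fold is given, and *cbrA*, for which only a bound is given. The removal of dim probes left 3874 genes. Of the results compared, named genes and gene groups included, 111 kept their direction and side of the threshold or stayed within the set margin with the 75th percentile, 7 lost and 8 gained a call and 6 moved. With normexp 128 of them did so. Without scaling 85 did so, while 23 lost and 9 gained a call, 14 moved and 1 changed sign.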

Differences from the paper's values

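At 37 °C the paper reports 112 genes changed by BnTR1, and limma with a 2-fold cut-off called 1096 here. At 42 °C the paper reports 122 and 992 were called. Among 31 alternatives set before the data were examined, the intersection of the 5 methods with the *U*-test by its normal approximation and Storey's q-value fell within 1.5 times the paper's value at both temperatures (137 and 156), and the rank product at 42 °C (168). The others did not.

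The paper reports 44 up-regulated and 17 down-regulated genes common to both temperatures, and limma called 325 and 355 here. The 20 alternatives set beforehand, all with limma, gave between 287 and 582 higher and between 294 and 389 lower genes. None came within 1.5 times of the paper's values. The paper's genes are those found by all of its methods. That intersection was not applied here to the genes common to both temperatures, so whether it gives the paper's values was not tested.

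Supplementary Fig. S1a prints about 230 genes called by limma at 37 °C and about 210 at 42 °C, read by eye, against 1096 and 992 here. None of the 22 alternatives set beforehand that use limma came within 1.5 times. Limma with the fold minimum inside the test, on 6 arrays, gave 302 and 240, and on the series table 281 and 258, settings chosen after the study's listed FDR values had been compared with several limma settings. These are within 1.5 times of the printed counts.

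For HslU/HslV the paper's text gives 14-fold, and 26.5-fold was found here. The log2 fold changes in the paper's own Table S3 give 27.1-fold when averaged in the same way. None of the 20 alternatives set beforehand came within 1.5 times. Without scaling between arrays, chosen after the values were seen, the fold was 12.5.

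For *hflK* at 42 °C, Table S3 gives a log2 fold change of 2.33, and 2.19 was found here. The difference is larger than the replicate SD pooled over both groups (0.127), but smaller than the SD of the pET arrays (0.175) and than limma's standard error (0.144). Of 20 alternatives set beforehand, 7 came within the pooled SD: normexp, normalization over K-12 probes, the series table, the slide block, and leaving out replicate 1 of pET cells, replicate 1 or replicate 3 of pET-*BnTR1* cells at 42 °C. The other 13 did not. With the series table, the lowest of the 14 HSPs at 42 °C was at 2.33, the value that Table S3 gives for *hflK*. The folds of DnaK/DnaJ, GroEL/GroES and HslU/HslV were 16.5, 23.8 and 27.1 both with the series table and from Table S3. The values of Table S3 thus match the series table, which rests on the median signal, where the processed signal was used here.

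The paper states that PC2 slightly separated the samples by culture temperature, and here temperature made up 4.00% of the variance of PC2 and 61.6% of that of PC3. With the slide block and with normexp, temperature made up 65.9% and 48.2% of PC2. On the one slide it made up 57.6% (two-sided exact permutation test, p = 0.0571). Over the other scalings, backgrounds and probe handling set beforehand, and unit variance, it was between 4.31% and 28.5%. None of the latter passed 0.05 by the same test. From its arrays and *q*RT-PCR, the paper states that *rpoH* stayed at its basal level. Its log2 fold changes here were 0.78 and 0.95 with limma adjusted p-values of 0.00186 and 0.000527. Both lay below the 2-fold cut-off, which the paper also applied, so *rpoH* was not called here either. The *q*RT-PCR was not analysed. The paper gives terms of heat response and protein folding as those most significantly changed. GO terms were not tested here, and among the groups made from the array's descriptions the heat shock group was lowest in p-value by fry and not by camera (adjusted p = 0.00488 and 0.00397, against 1.66e-10 for cytochrome bo and NADH dehydrogenase). Camera's preset correlation favours groups whose genes vary together, so its order does not decide against the paper's statement. The paper places the arrays on fewer slides than the 3 in the files' headers.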

Other observations

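The tests of dim probes, slides, the PC2 and PC1 patterns by slide, of scaling for *rpoH*, and both comparisons of heat shock genes after 1 h at 42 °C were chosen after the results were seen. For the order of arrays on PC1, the sigma E list and the general response to 42 °C, the rule of judgement was changed after the values were seen. The other tests were set beforehand.

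Many genes differed between pET-*BnTR1* and pET cells at both temperatures. Of the 680, 620 stayed called once a trend on the GC content of the probe was removed, 611 for the position of the probe in the gene, 640 for a trend on signal and 602 for chromosomal position, and 675 with dim probes removed. The slide with all groups alone called 618 genes at both temperatures. None of these therefore accounts for the pattern as a whole. Among 100 splits within the temperatures, the real one was the only one with as many genes (1 of 100), and the largest of the others gave 0, so chance can be excluded. At a single temperature, the real split was 1 of 10 for the genes changed at 37 °C, 1 of 10 at 42 °C, and 1 of 10 for the heat shock group at each temperature. With 3 arrays against 3 no split can give less, so these counts by themselves cannot exclude chance. The heat shock group was chosen by array annotation. For it, limma's fry test, which takes the spread from all 12 arrays, gave an adjusted p of 5.1e-08 at both temperatures, which argues against chance. For each of the 14 HSPs the arrays of the vectors lay apart at both temperatures. Table S3 lists these genes because they changed on the same arrays, so their separation is not independent evidence. A lower mRNA content of the cells was not measured.

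A rise of *rpoH* in pET-*BnTR1* cells was seen at both temperatures. The higher of its adjusted p-values was 0.00126 once a trend on GC content was removed, 0.000588 for probe position and 0.00178 for signal, which argues against these trends. Without scaling between arrays, the lower of its log2 fold changes was -1.38 and was not called (adjusted p = 0.0586). That setting shifts every gene of an array alike, by -2.48 for the median gene at 37 °C, so it does not decide on *rpoH*. Relative to the median gene of the same setting it was 1.095 and 1.27 without scaling, and 0.92 and 1.04 with quantile normalization. Whether *rpoH* transcripts rose per cell may therefore depend on whether total mRNA fell, which was not measured.

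The order of the 6 pET-*BnTR1* arrays on PC1 followed their log2 median signal (Pearson r = -0.974, exact permutation p = 0.00139, adjusted over 5 relations 0.00694; Spearman rho = -1, exact permutation p = 0.00278, adjusted 0.0139). Without the 2 arrays farthest from the median signal, r was -0.951. In pET cells it was not seen (r = -0.205, exact permutation p = 0.685, adjusted 0.685; rho = -0.143, exact permutation p = 0.803, adjusted 0.803), although r was -0.756 without the 2 farthest arrays. The 4 arrays of one slide followed the same order, which has an exact permutation p of 0.0833. This is the smallest p that 4 arrays allow, so the test could not have excluded the slide. Under the 75th percentile, rho was -0.829 (exact permutation p = 0.0583, adjusted 0.146; r = -0.701, exact permutation p = 0.11, adjusted 0.137, and r = -0.988 without the 2 farthest arrays), so normalization is neither excluded nor shown. PC1 without heat shock genes had a rho of -0.714 with the mean of the 14 HSPs (exact permutation p = 0.136, adjusted 0.170; r = -0.773, exact permutation p = 0.0875, adjusted 0.137, and -0.555 without the 2 arrays), so the arrays farther out had lower HSPs. A response graded by the level of HSPs would give the opposite sign. The sign speaks against such a response, but with 6 arrays neither value passes the adjustment and it is not excluded. The mean of the 14 HSPs and the signal had an r of 0.757 (exact permutation p = 0.0944, adjusted 0.137, and 0.760 without the 2 farthest arrays) and a rho of 0.714 (exact permutation p = 0.136, adjusted 0.170). On the normalized scale this is again opposite to HSPs rising as the signal falls, but the share before normalization was highest on the dimmest arrays. The hypothesis that the dimmer arrays lie farther out on PC1 for a technical reason stays open, since the slide and the normalization are not excluded, and a graded response in genes other than HSPs was not tested.

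PC2 set replicate 1 apart from replicates 2 and 3 (exact permutation p = 0.00202), and these lie on different slides, so replicate and slide cannot be told apart. No biological explanation was tested.

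A general response like that to a shift to 42 °C was tested as a source of the rise of HSPs. Across 4139 genes outside the heat shock group, the mean effect of BnTR1 and the effect of temperature in pET cells had a Pearson r of -0.040, and 8 of 10 splits of the pET arrays gave one as large, with a size of up to 0.268. With 3 arrays against 3 the splits cannot decide, so a general response stays open. The heat shock genes themselves were then compared. The 14 HSPs differed between 42 °C and 37 °C in pET cells by log2 fold changes of at most 0.73 over the scalings and backgrounds set beforehand, and between pET-*BnTR1* and pET cells at 37 °C by at least 2.09, but Table S3 marks them among genes changed with BnTR1. The 45 genes of the heat shock group, chosen by array annotation, had a median log2 fold change of at least 0.28 relative to all genes in pET-*BnTR1* cells at 37 °C against pET cells at 42 °C under each of these settings (the highest fry adjusted p was 1.03e-08). With quantile normalization 24 of the 45 were higher, so the group did not move as one. Without scaling between arrays the relative median was 0.35, and fry, which is not relative to other genes, gave a lower direction (adjusted p = 0.367). Under the settings set beforehand, this argues against the response present after 1 h at 42 °C as the source. An earlier response was not measured. A fault of the K-12 probes was tested with 44 probes of other strains described as heat shock proteins or chaperones. Their log2 fold changes at 37 °C had a median of 0.033 and a mean of 0.030. The direction of limma's fry test was lower (adjusted p = 0.0475). At 42 °C their median was -0.071, with 12 of the 44 higher (fry adjusted p = 0.00716). The 12 of these probes well above background on all arrays had a median of -0.29 at 37 °C (fry adjusted p = 0.00537) and -0.36 at 42 °C (fry adjusted p = 0.00120). A fry p over 0.05, or a median below that of all probes of other strains, which was 0.038, had been set beforehand as what a fault would give, and the second was met. None of these probes carries the name of one of the 14 HSPs, however, so they are no second measurement of the same transcripts and the question stays open.

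A rise of *polB*, an SOS gene, and of *fkpA*, a sigma E gene, led to tests of both responses. These genes, with log2 fold changes of 3.66 and 3.78 for *polB* (b0060) and 2.49 and 1.21 for *fkpA* (b3347) at 37 °C and 42 °C, were singled out after their values were seen, and the lists are from general knowledge. The 19 other SOS genes had a median log2 fold change of -0.65 at 37 °C and -0.35 at 42 °C, with 2 and 5 of them higher (fry adjusted p = 1.39e-06 and 8.3e-06), and stayed lower relative to the median gene under the 75th percentile (-0.45 and -0.27) and normexp (-0.57 and -0.24), which argues against an SOS response. The 17 other sigma E genes had a median of -0.65 and -0.50 (fry adjusted p = 7.32e-06 and 1.39e-06), but with the 75th percentile -0.025 and -0.17 (fry adjusted p = 0.676 and 0.564), so the direction of that group depends on the scaling and the test does not decide. None of the genes of either list is in Table S3.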
